# Lactational delivery of Triclosan promotes non-alcoholic fatty liver disease in newborn mice

**DOI:** 10.1038/s41467-022-31947-4

**Published:** 2022-07-27

**Authors:** André A. Weber, Xiaojing Yang, Elvira Mennillo, Jeffrey Ding, Jeramie D. Watrous, Mohit Jain, Shujuan Chen, Michael Karin, Robert H. Tukey

**Keywords:** Toxicology, Non-alcoholic fatty liver disease, Risk factors

## Abstract

Here we show that Triclosan (TCS), a high-volume antimicrobial additive that has been detected in human breastmilk, can be efficiently transferred by lactation to newborn mice, causing significant fatty liver (FL) during the suckling period. These findings are relevant since pediatric non-alcoholic fatty liver disease (NAFLD) is escalating in the United States, with a limited mechanistic understanding. Lactational delivery stimulated hepatosteatosis, triglyceride accumulation, endoplasmic reticulum (ER) stress, signs of inflammation, and liver fibrosis. De novo lipogenesis (DNL) induced by lactational TCS exposure is shown to be mediated in a PERK-eIF2α-ATF4-PPARα cascade. The administration of obeticholic acid (OCA), a potent FXR agonist, as well as activation of intestinal mucosal-regenerative gp130 signaling, led to reduced liver ATF4 expression, PPARα signaling, and DNL when neonates were exposed to TCS. It is yet to be investigated but mother to child transmission of TCS or similar toxicants may underlie the recent increases in pediatric NAFLD.

## Abstract (web summary)

Triclosan is an antimicrobial additive in consumer products that has been detected in human breast milk. Here the authors report that exposure of pregnant mice to triclosan leads to lactational exposure to newborns and the development of liver steatosis.

## Introduction

Non-alcoholic FLD (NAFLD) has emerged as the most common liver disorder worldwide, paralleling the obesity and diabetes epidemics^1^. The prevalence of NAFLD in adults in Western countries is estimated between 20 and 30% and approximately 10 and 20% of these cases have a more severe manifestation named non-alcoholic steatohepatitis (NASH)^2^. Although NASH usually appears in adults, there is an alarming increase in NAFLD in children, termed pediatric NAFLD^3,4^, which is a prerequisite towards NASH development. Epidemiological studies have shown a prevalence of pediatric NAFLD in up to 10% of the pediatric population^5^. NAFLD in children displays the same morphological lesions observed in adults, however, the distribution of these lesions is frequently different. For example, in adult’s, steatosis starts in the perivenular zone, while in children steatosis starts in the periportal zone^6^. The progression of simple steatosis to NASH depends on multiple parallel hits, including endoplasmic reticulum (ER) stress, inflammation, defective lipid export, enhanced de novo lipogenesis (DNL) and deterioration of the intestinal barrier^7–10^.

Physiological changes and different pathological conditions can activate an elaborate signaling pathway called integrated stress response (ISR). Extrinsic (hypoxia, amino acid deprivation, and viral infection) and intrinsic (ER) stresses can activate ISR. ER stress, which plays an important role in fatty liver disease (FLD), activates the activating transcription factor 4 (ATF4) through protein kinase R like kinase (PERK)^11^. Peroxisome proliferator-activated receptor α (PPARα) is also a key regulator of hepatic fatty acid oxidation (FAO) and lipid metabolism^12^. However, the involvement of PPARα in the progression of FLD is controversial^13,14^. Moreover, PPARα has a strong link to ER stress signaling. *Atf4-*null mice challenged with a high fructose diet have exhibited diminished lipogenesis and PPARα target gene expression^15^. PPARα also has a strong link with ATF6, another ER sensor. Overexpression of ATF6 in NAFLD livers leads to activation of the ATF6-PPARα axis, promoting an increase in hepatic FAO genes including fibroblast growth factor 21 (*Fgf21*), a liver-secreted cytokine that regulates hepatic metabolic processes, including fat oxidation, gluconeogenesis, and metabolic gene expression^16^. FGF21 has been shown to ameliorate NAFLD^17^.

Environmental toxicants in the absence of caloric overload can induce FLD or toxicant-associated FLD (TAFLD)^18,19^. Triclosan (TCS) is a high-volume chemical used as an antimicrobial additive in many human consumer products^20,21^. We have demonstrated that long-term TCS exposure in adult mice increased liver-to-body weight (BW) without affecting BW^22^. This resulted in enhanced liver proliferation along with induction of genes linked to fibrogenesis, elevated collagen accumulation, and liver oxidative stress, supporting the notion that TCS may lead to a condition similar to NASH, referred to as toxicant associated steatohepatitis (TASH). We have recently confirmed that TCS induces FLD while blunting HFD-induced expression of FGF21^23^.

TCS is a ubiquitous environmental toxicant^21^ and has been identified in human breastmilk samples with concentrations up to 2100 μg/kg of lipids^24,25^. Based upon the volume of breastmilk that an infant consumes per day it has been estimated that a breastfeeding infant can consume 1000–2000 ng of TCS daily^24,26^. In addition, while breastmilk has an important influence on infant survival and health reducing disease risk and promoting aspects of postnatal development^27^, environmental toxicants can still be transferred from the nurturing mother to newborns through lactation^28^. The constant presence of TCS in breastmilk in different studies and the high incidence of pediatric NAFLD led us to hypothesize that the transfer of TCS from lactating mothers to newborns can lead to NAFLD in children. To examine the effect of TCS presented to neonatal mice through lactation, we exposed pregnant females to TCS in their diet and evaluated the delivery of TCS through breastmilk.

Here we show the delivery of TCS through lactation leads to the precocious development of fatty liver suggesting that exposure of newborns to TCS and other toxicants through lactation may be a contributing factor to early onset NAFLD and NASH.

## Results

### TCS stimulates hepatic ER stress and DNL in mice

Mating C57/BL6 mice were placed on a normal chow diet containing 0.012% TCS that was continued after birth with neonates exposed through this route for 21 days. TCS in milk and serum of breastfed neonates was measured by LC-MS/MS analysis. The concentration of TCS in breastmilk isolated from the stomach of neonates was 81 ± 19.5 µg/kg at day 14, while the serum concentration at 21 days of exposure was 52.8 ± 8.5 µg/kg (Fig. 1a). These concentrations were like those reported in milk and serum from human samples^25,29^. Breastfeeding with TCS has no effect on body weight and liver weight (Supplementary Fig. S1a).

**Fig. 1:**
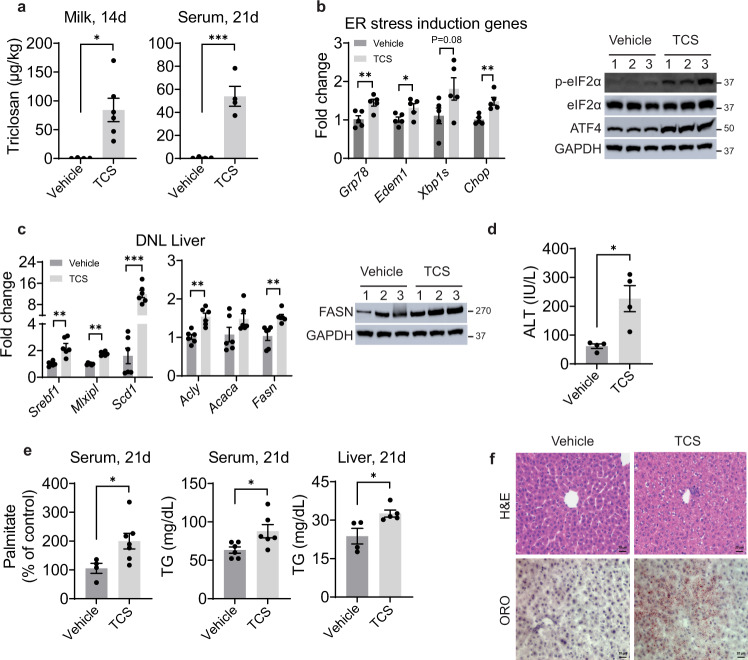
Triclosan exposure induces ER stress, stimulates DNL and causes TG accumulation. WT mice breastfed with TCS or vehicle for 14 or 21 days. **a** TCS was measured in milk from stomach contents of 14-day old mice (Vehicle *n* = 4 and TCS *n* = 6 per group) and serum at 21 days (*n* = 4 per group). **b** Expression of hepatic ER stress genes (*n* = 5 per group) and immunoblot (IB) analysis of total and phosphorylated eIF2α and ATF4 in liver lysate from 21-day old mice (*n* = 3 mice per group). **c** Expression of hepatic lipogenic genes at 21 days (*n* = 6 mice per group) and IB analysis of FASN in livers (*n* = 3 mice per group). **d** Measurement of ALT in serum at 21 days old (*n* = 4 per group) **e** Measurement of serum palmitate (%), vehicle, *n* = 4 and TCS, *n* = 7, serum, *n* = 6 per group and liver triglycerides (TG), vehicle, *n* = 4 and TCS, *n* = 5 at 21 days. **f** Histology liver sections were stained with H&E and ORO (*n* = 4 per group), Scale bars=20μm. (**a**–**e**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001.

Neonatal exposure to TCS through breastmilk resulted in upregulation of ER stress in liver, reflected by induction of the genes glucose-regulated protein 78 (*Grp78*), ER degradation enhancing alpha-mannosidase like protein 1 (*Edem1*), spliced X-box binding protein-1 (*Xbp1s*) and C/EBP homologous protein (*Chop*), with increases in activated phosphorylated eukaryotic translation initiation factor 2α (p-eIF2α) and activating transcription factor 4 (ATF4) (Fig. 1b). Examination of the hepatic gene profile indicated that neonatal mice breastfed with TCS exhibited increased expression of genes that participate in DNL, including sterol regulatory element-binding protein 1 (*Srebf1*), carbohydrate-responsive element-binding protein (ChREBP, encoded by *Mlxipl*), ATP citrate lyase (*Acly*), acetyl-CoA carboxylase (*Acaca*), fatty acid synthase (*Fasn*) and stearoyl-CoA desaturase-1 (*Scd1*) (Fig. 1c). However, there were no statistical differences between vehicle and TCS in expression of fatty acid β-oxidation genes, including peroxisomal acyl-coenzyme A oxidase 1 (*Acox1*) and carnitine palmitoyl transferase I (*Cpt1a*) (Supplementary Fig. 1b). Through immunoblot analysis (IB), FASN, which is a key enzyme in DNL^30^, was also increased in livers of TCS breastfed mice (Fig. 1c). Furthermore, the increase in serum alanine aminotransferase (ALT) in TCS exposed mice is an indication that the liver has been damaged (Fig. 1d). By LC-MS/MS, palmitate in serum of neonates was two-fold higher than in control-fed neonatal mice (Fig. 1e). Congruently, liver and serum triglycerides (TG) were elevated in neonatal mice exposed to TCS (Fig. 1e). Oil Red O (ORO) staining showed accumulation of lipid droplets in the cytoplasm of hepatocytes from TCS-treated neonatal mice (Fig. 1f). However, Ki-67 staining and TUNEL assay revealed no effects of TCS on proliferation and cell death, respectively (Supplementary Fig. S1c, d).

### TCS stimulates ER stress, DNL and PPARα in primary hepatocytes

To investigate the effects of TCS in vitro, we treated primary hepatocytes with TCS at 30 µM for 72 h. After treatment, TCS was shown to upregulate genes driving DNL including *Fasn*, *Acaca*, *Mlxipl*, *Acly* and *Srebf1* (Fig. 2a), in addition to PPARα target genes (*Cyp4a10* and *Cyp4a14*) (Fig. 2b). Significant induction was also observed with genes associated with ER stress (*Grp78, Xbp1s,* and *Chop*) (Fig. 2c). These findings suggest that a strong correlation exists between TCS exposure and ER stress. The induction of genes linked to ER stress in vivo and in vitro led us to speculate that ER stress may be linked to PERK activation followed by ATF4 activation. To examine this possibility, we first treated primary hepatocytes with PERK-specific siRNA. Q-RT-PCR analysis confirmed downregulation of *Perk* gene expression (Fig. 2d). In the absence of PERK-specific siRNA, ATF4 was induced by TCS, as shown by IB analysis. However, in the presence of PERK-specific siRNA, TCS treatment did not induce ATF4 (Fig. 2e). These findings indicate that PERK activation and induction of ATF4 underlie the processes leading to ER stress and induction of DNL.

**Fig. 2:**
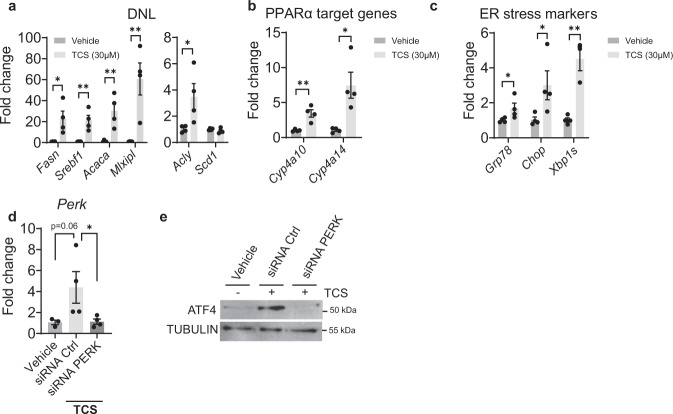
TCS stimulates DNL, ER stress and PPARα in mouse primary hepatocytes and ATF4 induction is PERK dependent. Mouse primary hepatocytes were isolated from one month old mice and were placed in medium with DMSO or in the presence of 30 µM of TCS. After 72 h of exposure the hepatocytes were collected for Q-RT-PCR analysis. **a** TCS stimulates genes associated with DNL, *n* = 4 samples per group. **b** Downstream PPARα target genes, *n* = 4 samples per group. **c** Induction of genes associated with ER stress, *n* = 4 samples per group. **d** Hepatocytes were isolated, and cells were transfected with mouse PERK siRNA and control siRNA. Twenty-four hours later, TCS at 30 µM was added in the medium and 48-h later cells were harvested. Q-RT-PCR analysis of *Perk* after treatment with siRNA (vehicle, *n* = 3; siRNA Ctrl, *n* = 4 and siRNA PERK, *n* = 4). **e** Representative IB analysis were performed for ATF4. (**a**–**d**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001.

### TCS induces NAFLD and HCC-related genes

Utilizing RNA-seq analysis to investigate those pathways in neonate liver impacted by lactational TCS delivery, results showed that TCS exposure was associated with alterations in more than 410 upregulated genes and 532 downregulated genes, with an adjusted *P* value less than 0.05 (Supplementary Fig. S2). 

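Liver RNA was sequenced from mice at 21 days of age that had been breastfed by TCS-exposed or vehicle mothers, with 3 RNA samples per group and, by the paper's methods, 3 mice pooled in each sample (9 mice per group). The methods give 0.012% TCS, which is 120 ppm, in the mothers' chow, and the sample labels give the same 120 ppm but name the breastmilk. Each gene's abundance is given in TPM, a share of the sample's transcripts, which the authors deposited to 3 significant digits under Ensembl gene identifiers. The paper's methods describe alignment to mm10, which is GRCm38, and FPKM over RefSeq exons, and they do not describe how the TPM values were made. TPM values are shares of a library that sum to the same total in every sample, so a gene can move because others do, and the read depth behind them is unknown. In the table 28916 genes had a value above 0 in any sample and 13325 reached at least 1 TPM in at least 3 of the 6 samples. These 13325 were tested with limma's trended moderated test on log2(TPM + 1), and p was adjusted by Benjamini-Hochberg over all of them, with an adjusted p under 0.05 as threshold. The 3 against 3 samples allow an exact p no smaller than 0.1, so calls rest on limma's spread estimated across genes. The log2 fold changes are those of TPM + 1, so for genes near or below 1 TPM they lie closer to 0 than the log2 ratio of the printed means. Genes were also read as 45 lists written before the tables were opened, in each of which p was adjusted over the list alone as well. Some lists hold genes that the paper draws or names as changed in these same samples, and results over such a list are not independent evidence. Lists also share genes, so their results are not independent of each other. Tat, for example, is on those of glucocorticoid receptor targets, gluconeogenesis and amino acid catabolism, and H19 and Gpc3 on those of liver tumors and fetal liver. limma's camera set each list against all other genes tested, with a preset correlation of 0.01 between genes, which called 26 of the 45 lists at an adjusted p under 0.05. With an estimated correlation camera called 0 of them (unadjusted p under 0.05 for 6 lists), and the smallest adjusted p was 0.118. The median log2 fold change of TCS over vehicle among the genes tested was 0.13, and each list's median is given relative to it.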

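At an adjusted p under 0.05 from limma, 11 genes rose and 12 fell in TCS livers, and 13 of these 23 encode proteins. The protein-coding genes that rose were Srebf1, Cd36, S100a10, Serinc2, Rad51b and Ugt2b35, and those that fell were Phf11c, Rgs16, Eif4ebp3, Mfsd2a, Sorbs3, Lurap1l and Cdo1. Serinc2, a membrane protein linked to serine-containing lipids, had 6.12 ± 0.753 TPM in TCS and 1.79 ± 0.371 TPM in vehicle (SD, n = 3). For Serinc2 the fit gave a log2 fold change of 1.35 (standard error 0.14, adjusted p = 0.0384 from limma). S100a10, the partner of annexin A2 at the cell membrane, had 90.8 ± 11.8 TPM in TCS and 37.6 ± 2.11 TPM in vehicle (SD, n = 3). S100a10 had a log2 fold change of 1.24 (standard error 0.11, adjusted p = 0.0249 from limma). Ugt2b35, an enzyme that couples glucuronic acid to steroids and drugs, had 119.7 ± 8.50 TPM in TCS and 59.7 ± 6.71 TPM in vehicle (SD, n = 3). For Ugt2b35 the fit gave a log2 fold change of 1.00 (standard error 0.10, adjusted p = 0.0353 from limma). Rgs16 (chromosome 1 of GRCm38 from 153740349 to 153745468) encodes a brake on G protein signaling that responds to fasting and glucose in liver, and had 31.0 ± 7.17 TPM in TCS and 130.3 ± 16.1 TPM in vehicle (SD, n = 3), with a log2 fold change of -2.06 (standard error 0.19, adjusted p = 0.0270 from limma). Eif4ebp3, a repressor of cap-dependent translation, had 36.2 ± 8.58 TPM in TCS and 141 ± 8.54 TPM in vehicle (SD, n = 3). For Eif4ebp3 the fit gave a log2 fold change of -1.96 (standard error 0.16, adjusted p = 0.0249 from limma). Mfsd2a, a transporter of lysophosphatidylcholine that fasting induces in liver, had 7.07 ± 1.41 TPM in TCS and 23.8 ± 5.14 TPM in vehicle (SD, n = 3). Mfsd2a had a log2 fold change of -1.61 (standard error 0.18, adjusted p = 0.0469 from limma). Cdo1, the dioxygenase that opens cysteine catabolism, had 1011 ± 41.3 TPM in TCS and 1470 ± 34.6 TPM in vehicle (SD, n = 3). For Cdo1 the fit gave a log2 fold change of -0.54 (standard error 0.06, adjusted p = 0.0469 from limma). The calls that encode no protein included mt-Ts1, a mitochondrial serine transfer RNA listed at 3.99 to 6.42 TPM in vehicle samples and at 0 in the TCS samples. Its gene spans 69 bases, and the authors' deposited comparison gives it no adjusted p. With any 1 replicate left out, the calls of Mfsd2a, Rgs16, Sorbs3, Lurap1l and Cdo1 ended, with adjusted p from limma of 0.0537 to 0.169, 0.0537 to 0.0934, 0.0566 to 0.169, 0.0541 to 0.169 and 0.0649 to 0.179, while Eif4ebp3 (0.0172 to 0.0934) kept its call without vehicle replicate 2, vehicle replicate 3 or TCS replicate 1, and Phf11c (0.0232 to 0.0542) without vehicle replicate 1, vehicle replicate 2, vehicle replicate 3 or TCS replicate 1. Of those that rose, Rad51b lost its call with any 1 replicate left out (adjusted p from 0.0540 to 0.132 from limma), whereas Serinc2 (0.0437 to 0.169) kept it only without vehicle replicate 2, Ugt2b35 (0.0307 to 0.133) only without vehicle replicate 3 and S100a10 (0.0428 to 0.0975) only without vehicle replicate 2 or vehicle replicate 3. All 23 lay without overlap between the 3 TCS and the 3 vehicle samples, as did 29.7% of the genes tested (3338 higher and 614 lower), where chance gives 10%. At an unadjusted p under 0.05, 2597 genes were higher and 466 lower, which became 1107 and 1195 after the TPM values were rescaled by median-of-ratios factors. Of the adjusted calls, 47.8% were higher, against 35.7% after that rescaling, 28.6% after quantile normalization and 81.1% with array weights, which called 1006 higher and 234 lower. The calls were 1 higher and 3 lower without vehicle replicate 1, 22 and 7 without vehicle replicate 2, 1 and 3 without TCS replicate 1, 0 and 1 without TCS replicate 2, and 0 from limma without TCS replicate 3, where 1580 and 453 genes had an unadjusted p under 0.05. They were 35 higher and 24 lower among the 8774 genes that reached 5 TPM, and 0 from limma among all 28916 genes with a value, where 3123 and 714 had an unadjusted p under 0.05.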

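Livers of TCS-breastfed mice held about double the RNA of Srebf1, which encodes the transcription factor that turns on fatty acid synthesis, and part of the genes in that pathway rose when adjusted over their list alone. Cd36, which brings fatty acids into the cell, rose with it. Srebf1 (Ensembl ENSMUSG00000020538, chromosome 11 of GRCm38 from 60199089 to 60222581) had 108 ± 6.93 TPM in TCS and 49.9 ± 6.60 TPM in vehicle (SD, n = 3), with a log2 fold change of 1.10 (standard error 0.11, adjusted p = 0.0350 from limma), or 0.97 above the median gene. Cd36 (chromosome 5 of GRCm38 from 17781690 to 17888801) had 39.1 ± 2.86 TPM in TCS and 21.5 ± 1.65 TPM in vehicle (SD, n = 3). For Cd36 the fit gave a log2 fold change of 0.84 (standard error 0.09, adjusted p = 0.0384 from limma). Of 20 genes of de novo lipogenesis, 11 rose when adjusted over the list alone, and Srebf1 was the 1 past the threshold over all genes tested. Scd1, the desaturase that makes oleic acid, had 309.7 ± 107 TPM in TCS and 122 ± 37.9 TPM in vehicle (SD, n = 3). Scd1 had a log2 fold change of 1.31 (standard error 0.32, adjusted p = 0.110 from limma). Me1, which makes NADPH for the pathway, had 78.4 ± 20.9 TPM in TCS and 37.8 ± 6.38 TPM in vehicle (SD, n = 3). For Me1 the fit gave a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.0932 from limma). Fasn, the fatty acid synthase, had a log2 fold change of 0.87 (adjusted p = 0.116 from limma), next to 1.01 for the elongase Elovl6 (adjusted p = 0.121), 0.80 for the carboxylase Acacb (adjusted p = 0.118) and 0.72 for Acly, which makes its acetyl-CoA (adjusted p = 0.130). The list's median log2 fold change lay 0.45 above that of all genes, and camera placed it higher (adjusted p = 1.51e-05 with the preset correlation, adjusted p = 0.589 with an estimated correlation). Of 17 genes of fatty acid uptake and binding, 10 rose when adjusted over the list alone. Fabp1, the main fatty acid binding protein of the liver, had 19700 ± 4480.0 TPM in TCS and 10580 ± 3007 TPM in vehicle (SD, n = 3), with a log2 fold change of 0.91 (standard error 0.24, adjusted p = 0.118 from limma). Acyl-CoA binding protein, encoded by Dbi, had 1225 ± 217 TPM in TCS and 796 ± 86.6 TPM in vehicle (SD, n = 3) and a log2 fold change of 0.61. The median of this list lay 0.32 above all genes (camera adjusted p = 0.000384 with the preset correlation, adjusted p = 0.589 with an estimated correlation). The paper draws 8 of the 20 and 4 of the 17 as higher in these samples, so neither the counts nor the group results are independent evidence. Over all genes tested, the adjusted p of Srebf1 and of Cd36 was 0.128 and 0.141 without vehicle replicate 1, 0.0504 and 0.0504 without vehicle replicate 2, 0.0232 and 0.0685 without vehicle replicate 3, 0.0894 and 0.0886 without TCS replicate 1, 0.124 and 0.169 without TCS replicate 2, and 0.124 and 0.126 without TCS replicate 3. The call of Cd36 also ended after median-of-ratios rescaling (adjusted p = 0.0583 from limma), after quantile normalization (0.0522) and without the trend (0.0558), and both ended without a filter on low values (0.0899). Their log2 fold changes in these settings ran from 0.95 to 1.21 for Srebf1 and from 0.69 to 0.89 for Cd36. The lipogenesis genes that rose when adjusted over the list alone numbered 19 with array weights, 1 without vehicle replicate 1, 5 without vehicle replicate 2, 17 without TCS replicate 1, 1 without TCS replicate 2 and 2 without TCS replicate 3.

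**Figure D1:**
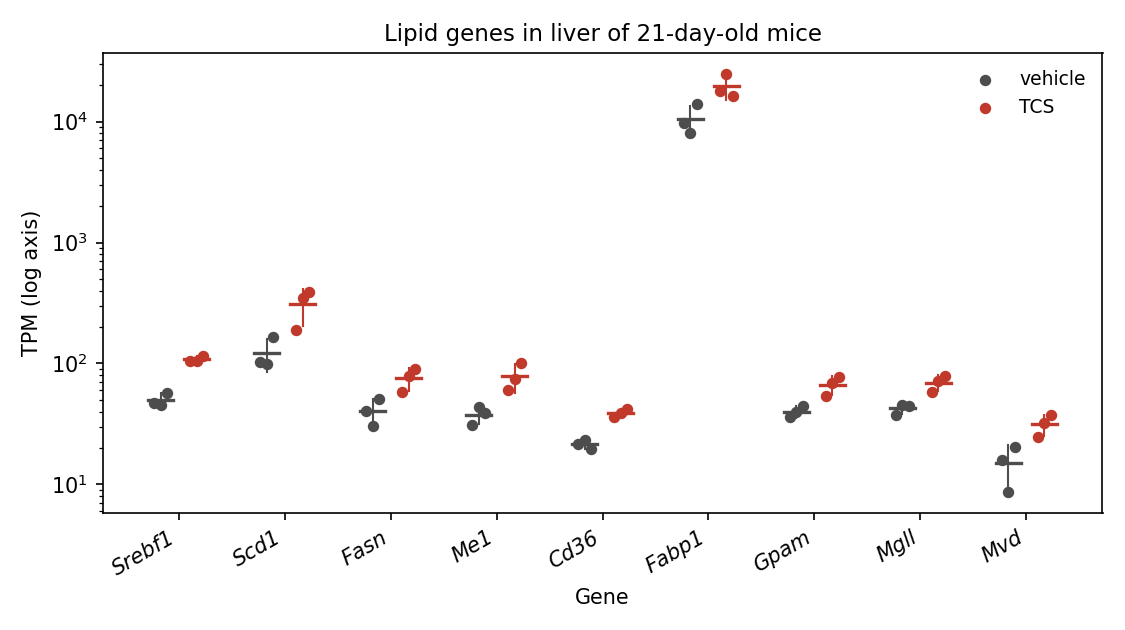
TPM (vertical, log scale) of 9 lipid genes in 3 vehicle samples (grey) and 3 TCS samples (red), each point 1 sample, with the group mean as a horizontal line and the SD as a vertical line. The Srebf1 samples lie at 47.3, 45.0 and 57.4 TPM in vehicle and 104, 104 and 116 TPM in TCS.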

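Every gene of cholesterol biosynthesis on a list of 20 was more abundant on average in TCS livers, in the mevalonate pathway as in the sterol steps after it, though none of the steps passed the test on its own. Genes that build and mobilize acylglycerols went both ways. Mvd, a decarboxylase of the mevalonate pathway, had 31.4 ± 6.44 TPM in TCS and 15.1 ± 5.98 TPM in vehicle (SD, n = 3). For Mvd the fit gave a log2 fold change of 1.07 (standard error 0.31, adjusted p = 0.132 from limma). The sterol enzymes Lss, Sc5d and Dhcr7 had log2 fold changes of 0.53, 0.82 and 0.60, with adjusted p = 0.164, 0.165 and 0.134 from limma. By limma 0 of the 20 passed the threshold over all genes or adjusted over the list alone, whereas 15 had an unadjusted p under 0.05. Adjusted over the list alone, 17 rose without vehicle replicate 3, 13 without TCS replicate 1 and 12 with array weights. Camera placed the list higher, its median 0.36 above all genes (adjusted p = 0.000267 with the preset correlation, adjusted p = 0.646 with an estimated correlation). Fig. 3a draws 5 of the 20 as higher in these samples, and 4 of the genes in the next list, so these results are not independent evidence. Among 24 genes of acylglycerol metabolism and lipid droplets, 6 rose and 2 fell when adjusted over the list alone. Mogat1, which joins a fatty acid to monoacylglycerol, had 2.23 ± 0.224 TPM in TCS and 0.688 ± 0.124 TPM in vehicle (SD, n = 3). Mogat1 had a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.0537 from limma), and 1.57 with a pseudocount of 0.1. Gpam and Gpd1, which supply and acylate glycerol-3-phosphate, had log2 fold changes of 0.72 (adjusted p = 0.0929 from limma) and 0.56 (adjusted p = 0.0863). Mgll, the monoacylglycerol lipase, had 69.2 ± 10.4 TPM in TCS and 42.5 ± 4.35 TPM in vehicle (SD, n = 3) and a log2 fold change of 0.68 (adjusted p = 0.0880 from limma). The other 2 that rose, Abhd5 and Agpat2, and the 2 that fell, the phosphatidate phosphatase Lpin1 and the droplet coat protein Plin4, were chosen after their values were seen. Lpin1 had 41.0 ± 14.6 TPM in TCS and 163 ± 35.0 TPM in vehicle (SD, n = 3). For Lpin1 the fit gave a log2 fold change of -2.01 (standard error 0.28, adjusted p = 0.0576 from limma), and Plin4 a log2 fold change of -1.25. Aqp7, a glycerol channel, stayed below the level needed for the test, at 0.662 ± 0.137 TPM in TCS and 0.211 ± 0.0262 TPM in vehicle (SD, n = 3), without overlap between the samples. The median of the acylglycerol list lay 0.04 above all genes, whereas camera put the list lower (adjusted p = 0.832 with the preset correlation, adjusted p = 0.960 with an estimated correlation). Adjusted over that list alone, 12 rose without vehicle replicate 2, 4 fell after either rescaling, with array weights or without vehicle replicate 3, and 1 fell without vehicle replicate 1, TCS replicate 1, TCS replicate 2 or TCS replicate 3.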

Gene ontology profiles revealed that TCS robustly induced genes linked to lipogenesis, fatty acid uptake, cholesterol biosynthesis and acylglycerol metabolism. 

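The major urinary proteins are small lipid-binding proteins that the mouse liver secretes, and 11 of the 15 members that could be tested rose in TCS livers when adjusted over the list alone. Mup17, Mup19, Mup15, Mup9 and Mup3 are among them. They lie in a cluster on chromosome 4 of GRCm38, from the start of Mup9 at 60418046 to the end of Mup3 at 62087342, and are near-identical paralogs, so reads can be assigned to the wrong member. Mup17 had 6.95 ± 4.32 TPM in TCS and 0.659 ± 0.377 TPM in vehicle (SD, n = 3), with a log2 fold change of 2.13 (standard error 0.41, adjusted p = 0.0875 from limma), and 3.13 with a pseudocount of 0.1. Mup19 had 26.4 ± 13.6 TPM in TCS and 4.96 ± 1.58 TPM in vehicle (SD, n = 3). For Mup19 the fit gave a log2 fold change of 2.08 (standard error 0.44, adjusted p = 0.0957 from limma). For Mup15 the values were 9.25 ± 7.13 TPM in TCS and 1.12 ± 0.478 TPM in vehicle (SD, n = 3). Mup15 had a log2 fold change of 2.07 (standard error 0.48, adjusted p = 0.104 from limma). Mup9, with 8.57 ± 2.76 TPM in TCS and 1.75 ± 0.536 TPM in vehicle (SD, n = 3), had a log2 fold change of 1.77 (standard error 0.26, adjusted p = 0.0625 from limma). Mup3, the most abundant of the 5, had 297 ± 72.2 TPM in TCS and 121 ± 45.9 TPM in vehicle (SD, n = 3). For Mup3 the fit gave a log2 fold change of 1.34 (standard error 0.33, adjusted p = 0.110 from limma). In each of the 5, every TCS sample lay above every vehicle sample, while 0 of the 15 passed limma's threshold over all genes tested and 11 had an unadjusted p under 0.05. Mup18 showed how far the pools differed within a group, with 37.6, 3.96 and 9.85 TPM in the vehicle samples and 297, 37.3 and 152 TPM in the TCS samples. Since the paper names these 5 of the 15 as higher in these samples, the count and the group result are not independent evidence. The median log2 fold change of the family lay 1.32 above all genes, and camera placed it higher (adjusted p = 0.000116 with the preset correlation and 0.133 with array weights, adjusted p = 0.589 with an estimated correlation). Adjusted over the list alone, 5 members rose without vehicle replicate 2, 6 without vehicle replicate 3, 4 without TCS replicate 1, 4 without TCS replicate 3 and 1 with array weights.

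**Figure D2:**
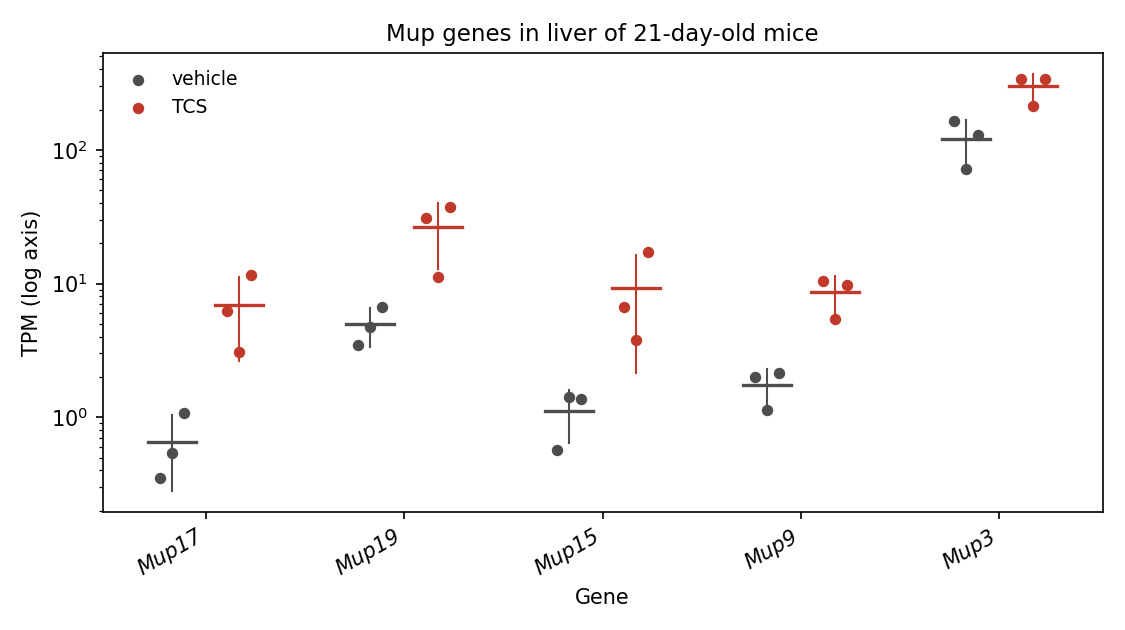
TPM (vertical, log scale) of Mup17, Mup19, Mup15, Mup9 and Mup3 in 3 vehicle samples (grey) and 3 TCS samples (red), each point 1 sample, with the group mean as a horizontal line and the SD as a vertical line. The Mup19 samples lie at 3.49, 4.76 and 6.63 TPM in vehicle and 30.8, 11.2 and 37.3 TPM in TCS.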

Another set of genes increased by TCS treatment are the major urinary protein (*Mup*) genes, including, *Mup17*, *Mup19*, *Mup15*, *Mup9,* and *Mup3* (Fig. 3a). 

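Retinol is stored as esters, oxidized by dehydrogenases to retinoic acid, and cleared by the Cyp26 enzymes, and TCS livers differed in genes of several of these steps. Aldh1a7 and Dhrs4 rose in TCS when adjusted over the list alone, as did Pnpla3, whose product also releases retinol from its esters. Aldh1a7 (chromosome 19 of GRCm38 from 20692953 to 20727562) had 148 ± 27.8 TPM in TCS and 61.2 ± 14.7 TPM in vehicle (SD, n = 3), with a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.0814 from limma). Its paralog Aldh1a1, chosen after its values were seen, may share reads with it and had 445 ± 22.5 TPM in TCS and 168 ± 93.0 TPM in vehicle (SD, n = 3). For Aldh1a1 the fit gave a log2 fold change of 1.53 (standard error 0.34, adjusted p = 0.0981 from limma). Dhrs4 had 132 ± 12.1 TPM in TCS and 95.6 ± 8.45 TPM in vehicle (SD, n = 3). Dhrs4 had a log2 fold change of 0.47 (standard error 0.10, adjusted p = 0.0932 from limma). Pnpla3, at a low level, had 1.37 ± 0.266 TPM in TCS and 0.579 ± 0.324 TPM in vehicle (SD, n = 3). For Pnpla3 the fit gave a log2 fold change of 0.60 (standard error 0.19, adjusted p = 0.148 from limma), and 1.20 with a pseudocount of 0.1. Cyp26a1, which clears retinoic acid, and the reductase Dhrs9 stayed below the level needed for the test. Cyp26a1 had 1.53 ± 0.545 TPM in TCS and 0.322 ± 0.0911 TPM in vehicle (SD, n = 3), and Dhrs9 0.848 ± 0.192 TPM in TCS and 0.340 ± 0.148 TPM in vehicle (SD, n = 3), in both without overlap between the TCS and the vehicle samples. Adh1, an abundant alcohol dehydrogenase, had 2410 ± 45.8 TPM in TCS and 1870 ± 165 TPM in vehicle (SD, n = 3), with a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.0981 from limma). Of 20 genes of retinol metabolism tested, 8 rose and 2 fell when adjusted over the list alone, and by limma 0 passed the threshold over all genes, with 10 higher and 3 lower at an unadjusted p under 0.05. Those that fell were Rbp4, the carrier of retinol in blood, and Cyp26b1, chosen after its values were seen, with 1.33 ± 0.269 TPM in TCS and 2.81 ± 0.337 TPM in vehicle (SD, n = 3). As 4 of the 20 were named by the paper as changed in these samples, what the list shows is not independent evidence. Relative to all genes the median of the list was 0.25 (camera adjusted p = 0.496 with the preset correlation, adjusted p = 0.819 with an estimated correlation). Adjusted over the list alone, 4 rose without vehicle replicate 1 and 5 without TCS replicate 2, while 1 fell without vehicle replicate 1, vehicle replicate 2, TCS replicate 2 or TCS replicate 3, and 4 after median-of-ratios rescaling.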

TCS exposure also increased genes associated with retinol metabolism, including cytochrome P450 26A1 (*Cyp26a1*), dehydrogenase/reductase SDR family member 4 (*Dhrs4*) and 9 (*Dhrs9*), aldehyde dehydrogenase family 1, subfamily A7 (*Aldh1a7*) and patatin-like phospholipase domain-containing protein 3 (*Pnpla3*) (Fig. 3a), which has an important role in NAFLD disease progression^31^.

**Fig. 3:**
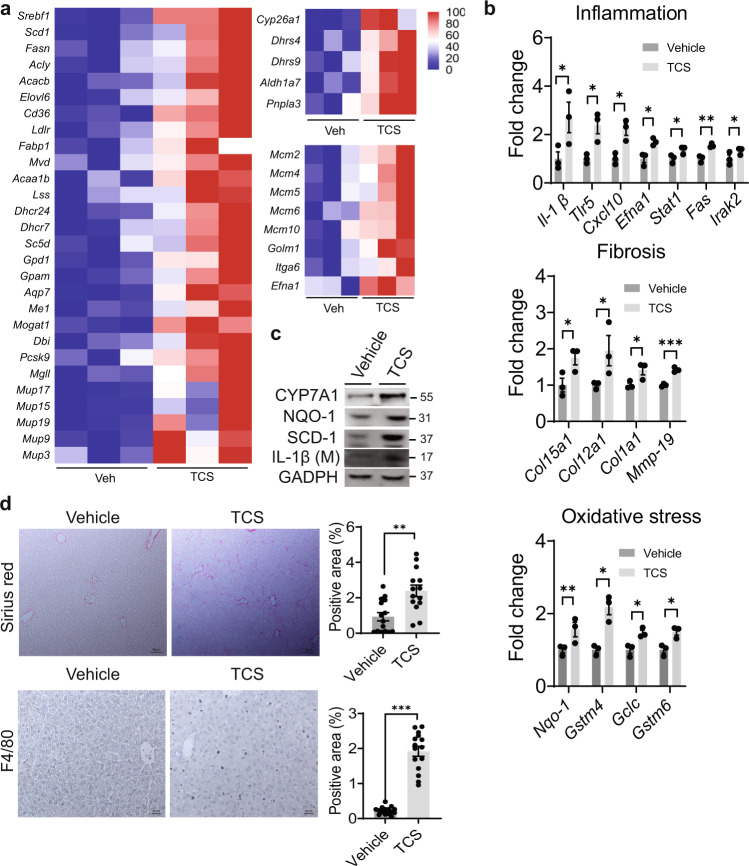
TCS induces genes related to NASH and HCC in liver. WT mice breastfed with TCS or vehicle for 21 days. **a** Heatmaps showing differential expression of genes related to lipogenesis, retinol metabolism and MCM and HCC in 21-day old mice (*n* = 3 per group). **b** Expression of genes associated with inflammation, fibrotic and oxidative stress (*n* = 3 per group). **c** Representative IB analysis of NQO1, SCD1 and IL-1β at 21 days (*n* = 1 per group). **d** Histological slides were stained with Sirius Red and F4/80 antibody in liver sections from TCS breastfed (21-day old) or vehicle breastfed WT mice, *n* = 15 images per group from 4 mice in each group. Sirius Red scale bars=50 μm and F4/80 scale bars = 20 μm (**b**) and (**d**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001. All genes used are significant and *p* adjusted value below the cut-off level of 0.05.

Previous results in our laboratory have demonstrated that long-term TCS exposure can promote hepatocellular carcinoma (HCC)^22^. 

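The mini-chromosome maintenance proteins unwind DNA at the start of replication, and their genes were read together with those of the polymerases, clamp loaders and nucleotide enzymes that copy it. Of 33 such genes tested, 20 rose in TCS livers when adjusted over the list alone. Among them were Rpa1, which coats single-stranded DNA, and Rrm2, a subunit of ribonucleotide reductase chosen after its values were seen. Rrm2 had 16.6 ± 3.40 TPM in TCS and 9.92 ± 0.861 TPM in vehicle (SD, n = 3). For Rrm2 the fit gave a log2 fold change of 0.67 (standard error 0.15, adjusted p = 0.0999 from limma), and Rpa1 had 29.0 ± 4.02 TPM in TCS and 21.1 ± 1.69 TPM in vehicle (SD, n = 3). Rpa1 had a log2 fold change of 0.44 (standard error 0.12, adjusted p = 0.118 from limma). Pcna, the sliding clamp, had 57.0 ± 6.85 TPM in TCS and 47.7 ± 4.25 TPM in vehicle (SD, n = 3). For Pcna the fit gave a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.233 from limma). By limma 0 of the 33 passed the threshold over all genes tested, and 24 had an unadjusted p under 0.05, each with a higher value in TCS. Camera placed the replication genes higher, with a median 0.33 above all genes (adjusted p = 5.54e-06 with the preset correlation, adjusted p = 0.628 with an estimated correlation). The paper names 7 of the 33 as higher in these samples, so the result of the list is not independent evidence. The members past the threshold over the list alone numbered 12 with the filter at 5 TPM, 0 by limma without a filter, after median-of-ratios rescaling, after quantile normalization, and without vehicle replicate 1, vehicle replicate 2, TCS replicate 2 or TCS replicate 3, and 26 without TCS replicate 1, against 24 in all samples at an unadjusted p under 0.05.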

RNA-seq analysis demonstrated that mini-chromosome maintenance (*Mcm*) genes are upregulated in TCS-treated mice, which have been reported in several types of cancer, including HCC^32^. 

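The helicase subunits Mcm2, Mcm4, Mcm5, Mcm6 and Mcm7, the replication factor Mcm10 and the recombination helicase Mcm8 all had higher mean values in TCS livers and rose when adjusted over the list of replication genes alone. These calls ended without a filter, after median-of-ratios rescaling and after quantile normalization. They also ended without vehicle replicate 1, vehicle replicate 2, TCS replicate 2 or TCS replicate 3. Mcm6 (chromosome 1 of GRCm38 from 128331590 to 128359664) differed most, with 23.9 ± 4.22 TPM in TCS and 10.7 ± 3.72 TPM in vehicle (SD, n = 3), with a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.104 from limma). Mcm2 had 6.46 ± 1.06 TPM in TCS and 3.50 ± 1.06 TPM in vehicle (SD, n = 3). For Mcm2 the fit gave a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.114 from limma). The log2 fold changes of Mcm4 and Mcm5 were 0.70 (standard error 0.20, adjusted p = 0.132 from limma) and 0.72 (standard error 0.24, adjusted p = 0.158). Mcm7 had 20.5 ± 2.33 TPM in TCS and 14.8 ± 1.73 TPM in vehicle (SD, n = 3) and Mcm10 17.3 ± 2.34 TPM in TCS and 11.2 ± 3.35 TPM in vehicle (SD, n = 3), log2 fold changes of 0.44 (adjusted p = 0.120 from limma) and 0.61 (adjusted p = 0.157). Mcm8 was low in both groups, at 2.28 ± 0.535 TPM in TCS and 1.21 ± 0.246 TPM in vehicle (SD, n = 3). Mcm8 had a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.132 from limma). Of these 7, Mcm5 alone had samples that overlapped between the groups, at 5.68, 4.83 and 8.78 TPM in vehicle and 8.44, 11.4 and 13.4 TPM in TCS. Mcm3 and Mcm9, the family's other members and chosen after their values were seen, had log2 fold changes of 0.60 (adjusted p = 0.119 from limma) and 0.09 (adjusted p = 0.651).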

Examination of the MCM genes indicated that TCS exhibited an increase in MCM −2, −4, −5, −6, −7, −8, and −10. Several other genes related to HFD-induced HCC^33^ that were statistically upregulated by TCS exposure included Golgi membrane protein 1 (*Golm1*), integrin alpha-6 (*Itga6*) and ephrin A1 (*Efna1*) (Fig. 3a). However, many of genes linked to the onset of HCC-related genes were not statistically regulated by TCS treatment (Supplementary Fig. S3).

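Golm1 encodes a Golgi membrane protein released by liver tumors, Itga6 a laminin receptor subunit and Efna1 a ligand of Eph receptors, and each had a higher mean in TCS livers with no overlap between the groups. Efna1 (chromosome 3 of GRCm38 from 89271733 to 89281142) had 30.5 ± 2.71 TPM in TCS and 18.0 ± 4.83 TPM in vehicle (SD, n = 3). For Efna1 the fit gave a log2 fold change of 0.76 (standard error 0.20, adjusted p = 0.118 from limma). Golm1 had 4.39 ± 0.593 TPM in TCS and 2.84 ± 0.459 TPM in vehicle (SD, n = 3), with a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.127 from limma). Itga6 varied most, with 4.03, 2.93 and 5.42 TPM in vehicle and 5.65, 6.54 and 9.17 TPM in TCS, with a log2 fold change of 0.67 (standard error 0.23, adjusted p = 0.166 from limma). Such separation is what chance gives for 10% of genes, and 29.7% of the genes tested here showed it. By limma 0 of the 3 passed the threshold over all genes, or adjusted over a list of 24 genes linked to the tumor alone, and all 3 had an unadjusted p under 0.05.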

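Genes linked to hepatocellular carcinoma went both ways in TCS livers, and the 2 that passed the test, adjusted over their list alone, fell. On a textbook list of 24 such genes, H19, an imprinted noncoding RNA of fetal liver and tumors, and the oncofetal Gpc3, chosen after its values were seen, fell when adjusted over the list alone. H19 (chromosome 7 of GRCm38 from 142575529 to 142578143) had 136 ± 23.3 TPM in TCS and 389.7 ± 129.8 TPM in vehicle (SD, n = 3). For H19 the fit gave a log2 fold change of -1.46 (standard error 0.28, adjusted p = 0.0866 from limma). Gpc3 had 9.13 ± 1.19 TPM in TCS and 17.0 ± 2.52 TPM in vehicle (SD, n = 3). Gpc3 had a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.0814 from limma). Afp, the clinical marker of the tumor, chosen after its values were seen, lay at 3.44, 15.5 and 7.27 TPM in the TCS samples and 7.30, 104 and 171 TPM in the vehicle samples, and did not pass the test (adjusted p = 0.230 from limma). Myc, Met, Egfr and Cd44, chosen likewise, and Spp1 had log2 fold changes of 0.13, 0.19, 0.13, 0.10 and 0.04, against 0.13 for the median gene, with adjusted p from 0.278 to 0.813 from limma. By limma 0 of the 24 passed over all genes tested, and at an unadjusted p under 0.05 6 were higher and 3 lower. Of the 24, 11 lay above the median gene and 13 below it, and as a group they had a median of -0.01 relative to all genes (camera adjusted p = 0.459 with the preset correlation, adjusted p = 0.809 with an estimated correlation). Adjusted over the list alone, 4 genes fell and 1 rose without vehicle replicate 1, 3 rose without vehicle replicate 3, 3 without TCS replicate 1 and 4 with array weights, and without TCS replicate 3 limma called 0 (1580 genes higher and 453 lower at an unadjusted p under 0.05 among all tested).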

Progression from NAFLD to NASH is accompanied by fibrosis, inflammation, and oxidative stress^7,8,23,31^. In the present study, fibrogenic, oxidative stress, and inflammation marker genes were upregulated in TCS-exposed neonatal mice (Fig. 3b). 

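The marker genes of Fig. 3b are antioxidant, immune and matrix genes, and members of a fuller list of each rose in TCS livers when adjusted over the list alone. The glutathione transferase Gstm4 (chromosome 3 of GRCm38 from 108040408 to 108044894) had 65.0 ± 10.7 TPM in TCS and 29.9 ± 4.16 TPM in vehicle (SD, n = 3). For Gstm4 the fit gave a log2 fold change of 1.09 (standard error 0.15, adjusted p = 0.0576 from limma). Gclc, which opens glutathione synthesis, had 106 ± 9.22 TPM in TCS and 71.8 ± 12.1 TPM in vehicle (SD, n = 3), with a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.110 from limma). Gstm6 and Nqo1, a quinone reductase, had log2 fold changes of 0.58 (adjusted p = 0.106 from limma) and 0.58 (adjusted p = 0.145). Of 23 genes of oxidative stress and NRF2, 15 rose when adjusted over the list alone, these 4 among them, and the list's median lay 0.41 above all genes (camera adjusted p = 0.000212 with the preset correlation, adjusted p = 0.589 with an estimated correlation). Among immune genes, Tlr5, the flagellin receptor, had 4.80 ± 1.22 TPM in TCS and 2.01 ± 0.385 TPM in vehicle (SD, n = 3). For Tlr5 the fit gave a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.0929 from limma). Cxcl10, a chemokine that draws T cells, had 5.32 ± 1.03 TPM in TCS and 2.41 ± 0.565 TPM in vehicle (SD, n = 3). Cxcl10 had a log2 fold change of 0.89 (standard error 0.18, adjusted p = 0.0897 from limma). The death receptor Fas and Irak2 had log2 fold changes of 0.60 (adjusted p = 0.0875 from limma) and 0.40 (adjusted p = 0.256). Il1b was low, at 0.490, 1.22 and 0.644 TPM in vehicle and 2.97, 2.14 and 1.26 TPM in TCS, with a log2 fold change of 0.79 (standard error 0.25, adjusted p = 0.151 from limma). On a list of 22 inflammation genes 4 rose when adjusted over the list alone (Fas, Cxcl10, Tlr5 and Il1a) and Vcam1 fell, the last 2 chosen after their values were seen. Its median lay 0.04 above all genes (camera adjusted p = 0.694 with the preset correlation, adjusted p = 0.809 with an estimated correlation). In the matrix, the protease Mmp19 rose and Ccn2, a growth factor chosen after its values were seen, fell when adjusted over a list of 25 genes alone, with log2 fold changes of 0.49 (adjusted p = 0.0576 over all genes, from limma) and -0.48 (adjusted p = 0.0973). Col1a1 had 12.5 ± 2.05 TPM in TCS and 8.81 ± 0.902 TPM in vehicle (SD, n = 3). For Col1a1 the fit gave a log2 fold change of 0.45 (standard error 0.14, adjusted p = 0.143 from limma). Col12a1 and Col15a1 had log2 fold changes of 0.54 and 0.54, with adjusted p = 0.174 and 0.165 from limma. The matrix list's median lay 0.08 above all genes (camera adjusted p = 0.103 with the preset correlation, adjusted p = 0.762 with an estimated correlation). Because Fig. 3b draws 4 of the antioxidant, 6 of the immune and 4 of the matrix genes as higher in these samples, the lists are not independent evidence. Markers of macrophages and of stellate cells, read as lists of 14 and 13 genes, had medians at -0.11 and -0.03 relative to all genes. The antioxidant genes that rose over the list alone were 7 after median-of-ratios rescaling, 6 without vehicle replicate 1, 9 without vehicle replicate 3, 1 without TCS replicate 2 and 1 without TCS replicate 3. The immune genes were 2 without vehicle replicate 1 and 0 from limma without TCS replicate 2 (8 at an unadjusted p under 0.05 in all samples), and the matrix genes 11 without TCS replicate 1 and 13 with array weights, while the fall of Ccn2 ended without vehicle replicate 1, vehicle replicate 2, vehicle replicate 3 or TCS replicate 3. The paper describes progression from fatty liver to steatohepatitis as accompanied by fibrosis, inflammation and oxidative stress, and states that marker genes of each were upregulated.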

The increase in CYP7A1, NQO-1, SCD1, and IL-1β were confirmed by IB analysis (Fig. 3c). Sirius red staining and F4/80 immunohistochemistry showed increases in fibrosis and immune infiltration in TCS-treated neonatal mice (Fig. 3d). A semi-quantitative assessment score according to immune infiltration, fibrosis, steatosis, and cell death in the liver was evaluated in each treatment group. According to the range of each lesion the score can go from 0 to 12^34^. The analysis indicates a score of 3 in TCS breastfed mice and 0 for neonatal mice breastfed in the absence of TCS exposure (Supplementary Table S1 and Fig. S4). There was no evidence of hepatocyte ballooning or necrosis.

### TCS blocks hepatic glucocorticoid response

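Genes that the glucocorticoid receptor switches on in liver were lower in TCS mice almost throughout. Of 21 such genes, 16 fell when adjusted over the list alone, among them the metallothioneins Mt1 and Mt2, the receptor's chaperone Fkbp5 and the gluconeogenic enzymes Pck1 and Tat. Pck1 (chromosome 2 of GRCm38 from 173153048 to 173159273) had 1277 ± 201 TPM in TCS and 2173 ± 300.1 TPM in vehicle (SD, n = 3), with a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.0866 from limma). Tat, the tyrosine aminotransferase, had 848 ± 194 TPM in TCS and 1570 ± 335 TPM in vehicle (SD, n = 3). For Tat the fit gave a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.107 from limma). Zbtb16, Mt1, Mt2, Igfbp1, Fkbp5, Sult1e1, Tsc22d3 and Sgk1 were outside the naming rule and chosen after their values were seen, although the paper measured Mt2 and Sult1e1 by Q-RT-PCR. Zbtb16, a transcription factor that glucocorticoids induce, had 2.74 ± 0.33 TPM in TCS and 15.4 ± 7.07 TPM in vehicle (SD, n = 3). Zbtb16 had a log2 fold change of -2.05 (standard error 0.29, adjusted p = 0.0576 from limma). Mt2 had 246 ± 65.8 TPM in TCS and 1064 ± 427 TPM in vehicle (SD, n = 3). For Mt2 the fit gave a log2 fold change of -2.07 (standard error 0.33, adjusted p = 0.0784 from limma). The insulin-like growth factor binding protein Igfbp1 had 279 ± 59.0 TPM in TCS and 692 ± 226 TPM in vehicle (SD, n = 3), with a log2 fold change of -1.28 (standard error 0.25, adjusted p = 0.0882 from limma). Fkbp5 lay at 79.1, 130 and 58.3 TPM in vehicle and 34.3, 29.5 and 41.2 TPM in TCS, with a log2 fold change of -1.26 (standard error 0.29, adjusted p = 0.100 from limma). Sult1e1, the estrogen sulfotransferase, had a log2 fold change of -1.51 (adjusted p = 0.0866 from limma) and Mt1 one of -1.71 (adjusted p = 0.0866). Nr3c1, which encodes the receptor itself, had 25.3 ± 2.15 TPM in TCS and 21.3 ± 2.56 TPM in vehicle (SD, n = 3). For Nr3c1 the fit gave a log2 fold change of 0.24 (standard error 0.11, adjusted p = 0.249 from limma). Tsc22d3 and Sgk1, also targets, had log2 fold changes of -0.26 (adjusted p = 0.526 from limma) and 0.25 (adjusted p = 0.567). By limma 0 of the 21 passed over all genes tested, and 16 were lower at an unadjusted p under 0.05. The list's median log2 fold change lay at -0.90 relative to all genes, and camera placed it lower (adjusted p = 2.13e-22 with the preset correlation, adjusted p = 0.118 with an estimated correlation).

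**Figure D3:**
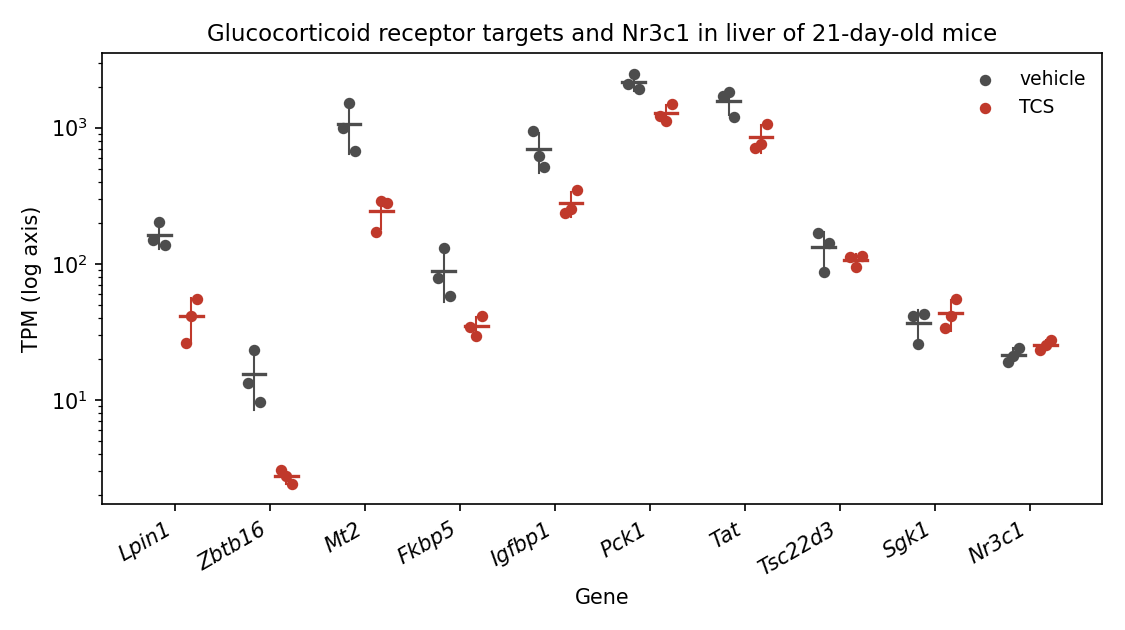
TPM (vertical, log scale) of 9 glucocorticoid receptor targets and of Nr3c1 in 3 vehicle samples (grey) and 3 TCS samples (red), each point 1 sample, with the group mean as a horizontal line and the SD as a vertical line. The Igfbp1 samples lie at 946, 617 and 513 TPM in vehicle and 236, 254 and 346 TPM in TCS.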

TCS exposure abrogated the response to glucocorticoids in the liver. Glucocorticoids activate the glucocorticoid receptor (GR) and regulate important metabolic pathways in the liver, including gluconeogenesis^35^, adenosine monophosphate (AMP)–activated protein kinase (AMPK)^36^ and the urea cycle^37^. 

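TCS livers held less RNA of Ppargc1a and Foxo1, which switch on glucose production, and of 4 other genes on a list of the pathway. In the urea cycle, Cps1, Ass1, Asl and Arg1 fell when adjusted over the list alone. Foxo1 (chromosome 3 of GRCm38 from 52268336 to 52353221) had 6.16 ± 0.499 TPM in TCS and 9.80 ± 1.44 TPM in vehicle (SD, n = 3). Foxo1 had a log2 fold change of -0.59 (standard error 0.12, adjusted p = 0.0949 from limma). Got1 and Slc37a4, chosen after their values were seen, are an aminotransferase and the transporter that feeds glucose-6-phosphatase, and had log2 fold changes of -1.13 (adjusted p = 0.0735 from limma) and -0.55 (adjusted p = 0.0576). G6pc, Fbp1 and Pcx, enzymes of the pathway itself and chosen after their values were seen, had log2 fold changes of -0.30, -0.17 and 0.01, with adjusted p = 0.398, 0.217 and 0.967 from limma. Of 16 genes of gluconeogenesis, 6 fell when adjusted over the list alone (Ppargc1a, Foxo1, Pck1, Tat, Got1 and Slc37a4) and Sik1, a kinase that restrains the pathway and was chosen after its values were seen, rose. By limma 0 passed over all genes tested, with 7 lower and 2 higher at an unadjusted p under 0.05. Their median lay at -0.32 relative to all genes, and camera placed them lower (adjusted p = 1.34e-06 with the preset correlation, adjusted p = 0.580 with an estimated correlation). In the urea cycle, Ass1 (chromosome 2 of GRCm38 from 31470207 to 31520672) had 2053 ± 187 TPM in TCS and 2947 ± 278 TPM in vehicle (SD, n = 3). For Ass1 the fit gave a log2 fold change of -0.52 (standard error 0.10, adjusted p = 0.0894 from limma). Cps1, which makes carbamoyl phosphate, had 1280 ± 104 TPM in TCS and 1590 ± 137 TPM in vehicle (SD, n = 3), with a log2 fold change of -0.31 (standard error 0.09, adjusted p = 0.140 from limma). Asl and Arg1, chosen after their values were seen, had log2 fold changes of -0.71 (adjusted p = 0.0814 from limma) and -0.35 (adjusted p = 0.0866). Of 8 genes of the cycle these 4 passed over the list alone, 5 were lower at an unadjusted p under 0.05, and 0 passed limma's threshold over all genes. The median of the cycle lay at -0.43 relative to all genes (camera adjusted p = 2.05e-06 with the preset correlation, adjusted p = 0.389 with an estimated correlation). The rise of Sik1 ended after median-of-ratios rescaling or quantile normalization and without vehicle replicate 1, vehicle replicate 3, TCS replicate 2 or TCS replicate 3. Alb, the most abundant hepatocyte transcript, also had a lower mean, at 89067 ± 1274 TPM in TCS and 101900 ± 5729.8 TPM in vehicle (SD, n = 3). For Alb the fit gave a log2 fold change of -0.19 (standard error 0.09, adjusted p = 0.250 from limma). The list of 12 hepatocyte markers, all below the median gene, had a median of -0.31 relative to all genes (camera adjusted p = 3.31e-07 with the preset correlation, adjusted p = 0.118 with an estimated correlation). Adjusted over that list alone limma called 0 of them (3 lower at an unadjusted p under 0.05), but Apoa1, Hnf4a, Serpina1a and Serpina1b, chosen after their values were seen, fell after median-of-ratios rescaling, and Apoa1 with array weights.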

RNA-seq analysis demonstrated that genes related to gluconeogenesis and the urea cycle were significantly downregulated in livers of TCS breastfed mice. Furthermore, gene and protein analysis showed a decrease in the expression of forkhead box O1 (*Foxo1*), an important transcription factor involved in gluconeogenesis^38^ (Supplementary Fig. S5a–d).

We have previously confirmed that TCS disrupted FGF21 expression^23^. GR can control AMPK target genes via FGF21^36^. Q-RT-PCR and ELISA analysis revealed downregulation of FGF21, in both liver and serum of TCS exposed neonatal mice (Fig. 4a). Surprisingly, IB analysis showed decreased levels of phosphorylated AMPK in TCS exposed mice. From RNA-seq analysis, AMPK target genes including peroxisome proliferator-activated receptor γ coactivator 1α (*Ppargc1a*), mitochondrial fission factor (*Mff*), unc-51 like autophagy activating kinase 1 (*Ulk1*) and glycogen Synthase 2 (*Gys2*) were also downregulated (Fig. 4b). 

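Of the 4 genes, Ppargc1a, Gys2 and Ulk1 fell in TCS livers when adjusted over these 4 alone, which is not independent evidence because the paper names them as lower in these same samples. Ppargc1a (chromosome 5 of GRCm38 from 51454250 to 51567726) encodes a coactivator of mitochondrial genes and had 4.42 ± 0.428 TPM in TCS and 13.2 ± 4.12 TPM in vehicle (SD, n = 3). Ppargc1a had a log2 fold change of -1.35 (standard error 0.22, adjusted p = 0.0795 from limma). Gys2, the liver's glycogen synthase, had 76.1 ± 1.55 TPM in TCS and 133 ± 29.9 TPM in vehicle (SD, n = 3). For Gys2 the fit gave a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.0881 from limma). Ulk1, the kinase that starts autophagy, had 32.5 ± 5.46 TPM in TCS and 45.5 ± 5.26 TPM in vehicle (SD, n = 3), with a log2 fold change of -0.48 (standard error 0.14, adjusted p = 0.136 from limma). Mff, which recruits the fission machinery to mitochondria, had 33.8 ± 4.73 TPM in TCS and 32.0 ± 1.76 TPM in vehicle (SD, n = 3). For Mff the fit gave a log2 fold change of 0.07 (standard error 0.11, adjusted p = 0.719 from limma), and its sign turned after median-of-ratios rescaling (-0.08), after quantile normalization (-0.06), with array weights (-0.03) and without TCS replicate 3 (-0.04). The samples of Ppargc1a, Gys2 and Ulk1 did not overlap between the groups, and 0 of the 4 genes passed limma's threshold over all genes tested (3 at an unadjusted p under 0.05). Their median lay at -0.76 relative to all genes (camera adjusted p = 7.57e-05 with the preset correlation, adjusted p = 0.294 with an estimated correlation). The kinase's own subunits were read as a list of 7 genes, in which Prkaa2, chosen after its values were seen, rose when adjusted over the list alone, with 16.3 ± 1.83 TPM in TCS and 11.5 ± 1.34 TPM in vehicle (SD, n = 3). Prkaa2 had a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.110 from limma). Prkaa2 no longer passed over that list after either rescaling, without the trend, with array weights, or without any single replicate other than vehicle replicate 3.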

Other hepatokines including fetuin B (*Fetub*), retinol binding protein 4 (*Rbp4*), fetuin A (*Ahsg*), selenoprotein P (*Selenop*) and growth/differentiation factor 15 (*Gdf15*) (Supplementary Fig. S5e) were downregulated following TCS exposure.

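Hepatokines are proteins that the liver secretes and that act on other tissues, and Fetub, Rbp4, Ahsg, Selenop and Gdf15 each fell in TCS livers when adjusted over a list of 16 hepatokines alone. Ahsg (chromosome 16 of GRCm38 from 22891277 to 22899449), among the most abundant transcripts of the liver, had 13733 ± 153 TPM in TCS and 18600 ± 2207 TPM in vehicle (SD, n = 3). For Ahsg the fit gave a log2 fold change of -0.43 (standard error 0.10, adjusted p = 0.105 from limma). Rbp4 had 3260 ± 370.3 TPM in TCS and 4187 ± 399 TPM in vehicle (SD, n = 3), with a log2 fold change of -0.36 (standard error 0.11, adjusted p = 0.144 from limma). Selenop, the carrier of selenium, had 4730 ± 300.5 TPM in TCS and 5803 ± 534 TPM in vehicle (SD, n = 3). For Selenop the fit gave a log2 fold change of -0.29 (standard error 0.09, adjusted p = 0.150 from limma). Fetub had 345 ± 38.2 TPM in TCS and 425 ± 19.4 TPM in vehicle (SD, n = 3). Fetub had a log2 fold change of -0.31 (standard error 0.09, adjusted p = 0.141 from limma). Gdf15 was low, at 1.23 ± 0.116 TPM in TCS and 1.97 ± 0.361 TPM in vehicle (SD, n = 3). For Gdf15 the fit gave a log2 fold change of -0.41 (standard error 0.13, adjusted p = 0.157 from limma). Angptl4, an inhibitor of lipoprotein lipase, fell with them and Inhbe, an activin subunit, rose when adjusted over the list alone, both chosen after their values were seen. By limma 0 of the 16 passed over all genes tested, and 6 were lower and 3 higher at an unadjusted p under 0.05. Hepatokines as a group had a median of -0.24 relative to all genes, and camera placed them lower (adjusted p = 0.000435 with the preset correlation, adjusted p = 0.262 with an estimated correlation). Because the paper names 5 of these 16 as lower under TCS, neither the count nor the group result is independent evidence. A list of 12 hepatocyte markers, abundant secreted proteins for the most part, also lay low, with its median at -0.31 relative to all genes (camera adjusted p = 3.31e-07 with the preset correlation, adjusted p = 0.118 with an estimated correlation). Over the marker list alone 4 of these 12 fell after median-of-ratios rescaling and 1 with array weights, against 0 by limma in the main fit (3 at an unadjusted p under 0.05). Adjusted over the list of hepatokines alone, 3 fell without limma's trend, 1 after quantile normalization, 2 without vehicle replicate 2 and 1 without vehicle replicate 3, and limma called 0 without vehicle replicate 1, TCS replicate 1, TCS replicate 2 or TCS replicate 3 (6 lower in all samples at an unadjusted p under 0.05).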

**Fig. 4:**
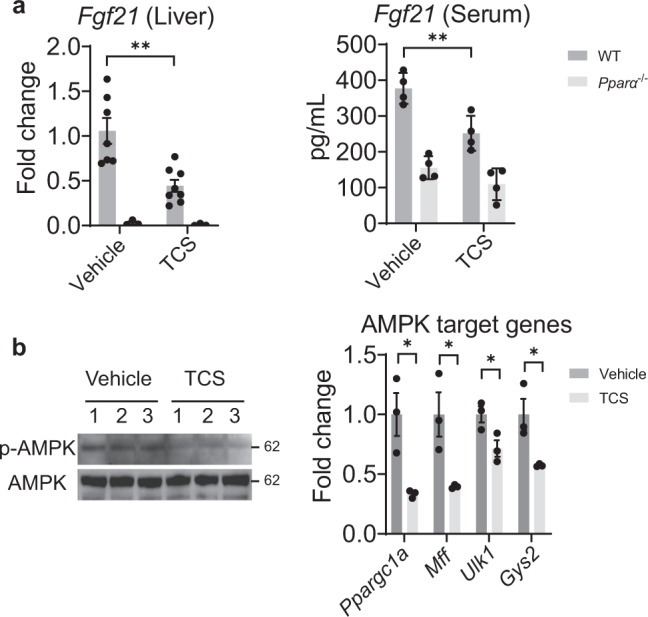
TCS blocks *Fgf21* expression and AMPK signaling. WT mice breastfed with TCS or vehicle for 21 days. **a** Hepatic expression of *Fgf21* was measured by Q-RT-PCR, vehicle WT, *n* = 7; vehicle *Pparα*^−/−^, *n* = 3; TCS WT, *n* = 8; TCS *Pparα*^−/−^, *n* = 3. and FGF21 serum levels were evaluated by ELISA in 21-day old mice, *n* = 4 per group. **b** IB analysis of total and phosphorylated AMPK and expression of AMPK target genes from TCS and WT mice in liver of 21-day old neonatal mice (*n* = 3 per group). (**a**) and (**b**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01. AM*P*K target genes used are significant and *p* adjusted value below the cut-off level of 0.05.

### ATF4 controls DNL in TCS-exposed mice

Q-RT-PCR and IB analysis confirmed the absence of ATF4 in the liver of *Atf4*^*∆Hep*^ mice (Supplementary Fig. S6a). When we examined expression of genes linked to DNL in *Atf4*^*F/F*^ and *Atf4*^*∆Hep*^ mice exposed to lactational TCS, Q-RT-PCR analysis showed that induction of *Srebf1*, *Mlxipl*, *Acaca* and *Fasn* genes, all associated with the development of DNL, were abrogated in *Atf4*^*∆Hep*^ neonatal mice exposed to TCS (Fig. 5a). Consistent with these results, TCS exposed *Atf4*^*∆Hep*^ mice had less TG in their livers compared to *Atf4*^*F/F*^ mice (Fig. 5b). *Atf4*^*∆Hep*^ mice also expressed less FASN (Fig. 5c) and showed reduced TCS-induced lipid accumulation (Fig. 5d).

**Fig. 5:**
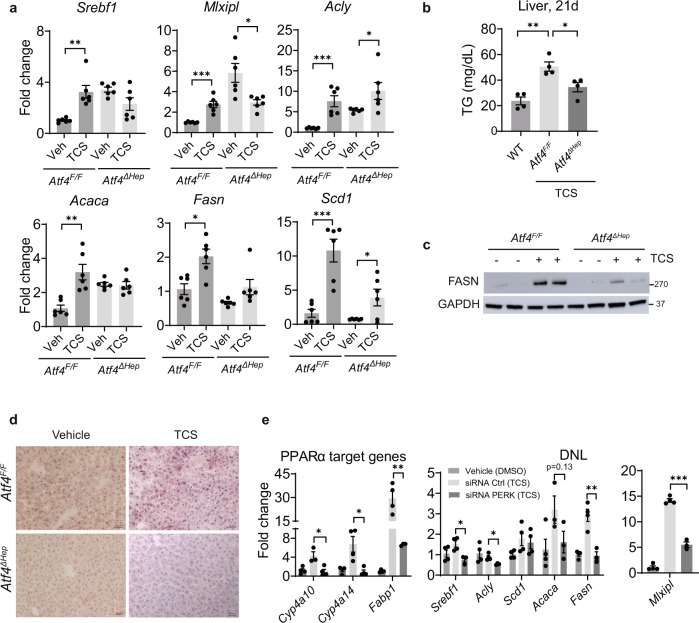
ATF4 controls DNL in liver of TCS-treated mice. *Atf4*^*F/F*^ and *Atf4*^*∆Hep*^ mice breastfed with vehicle or through lactational delivery of TCS for 21 days. **a** Expression of hepatic lipogenic genes, *n* = 6 mice per group. **b** Measurement of liver triglycerides (TG), *n* = 4 mice per group. **c** IB analysis of FASN in liver lysate from 21-day old mice (*n* = 3 mice per group). **d** Frozen liver sections were stained with ORO (*n* = 3 per group). Scale bars, 20μm. **e** Expression of target genes regulated by PPARα and those that participate in DNL following PERK siRNA and TCS treatment, vehicle, *n* = 4, siRNA Ctrl, *n* = 4 and siRNA PERK, *n* = 3. (**a**–**e**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01.

ATF4 interacts with many transcription factors^11^. To analyze a possible link between ATF4 and PPARα, we examined PPARα target genes in *Atf4*^*F/F*^ and *Atf4*^*ΔHep*^ mice treated with TCS. Q-RT-PCR analysis showed decreased expression of *Cyp4a10* and *Cyp4a14* in *Atf4*^*ΔHep*^ mice relative to *Atf4*^*F/F*^ mice (Supplementary Fig. S6b). Furthermore, blockage of PERK in primary hepatocytes with PERK siRNA followed by TCS treatment demonstrated that when the PERK-ATF4 axis is blocked, PPARα target genes (*Cyp4a10*, *Cyp4a14,* and *Fabp1*) and several genes associated with DNL (*Srebf1*, *Fasn*, *Acaca* and *Mlxipl*) are downregulated (Fig. 5e). These findings indicate that PPARα acts downstream of ATF4 to control DNL.

### PPARα controls DNL in TCS-treated mice

Liver tissues from NASH patients exhibit induction of PPARα and its downstream target genes^33^. 

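PPARα drives fatty acid oxidation in peroxisomes and mitochondria, and part of its targets rose in TCS livers while others were as high in a vehicle sample as in TCS. Cd36 passed the threshold over all genes tested, and Acaa1b, Ehhadh, Me1, Vnn1 and Fabp1 rose when adjusted over the list of 29 targets alone. Acaa1b (chromosome 9 of GRCm38 from 119148023 to 119157093), a peroxisomal thiolase, had 866 ± 146 TPM in TCS and 319 ± 124 TPM in vehicle (SD, n = 3), with a log2 fold change of 1.49 (standard error 0.27, adjusted p = 0.0866 from limma). Ehhadh, the peroxisomal bifunctional enzyme, which the paper also measured by Q-RT-PCR, and the pantetheinase Vnn1 were outside the naming rule and chosen after their values were seen. Ehhadh had 296 ± 66.9 TPM in TCS and 121 ± 40.1 TPM in vehicle (SD, n = 3). For Ehhadh the fit gave a log2 fold change of 1.31 (standard error 0.27, adjusted p = 0.0929 from limma), and Vnn1 had 38.0 ± 5.59 TPM in TCS and 14.7 ± 7.02 TPM in vehicle (SD, n = 3). Vnn1 had a log2 fold change of 1.39 (standard error 0.30, adjusted p = 0.0957 from limma). The fatty acid hydroxylases Cyp4a10 and Cyp4a14, also measured by the paper and outside the rule, and chosen after their values were seen, were high in vehicle replicate 2. Cyp4a10 lay at 132, 558 and 133 TPM in vehicle and 421, 511 and 623 TPM in TCS, with a log2 fold change of 1.25 (standard error 0.56, adjusted p = 0.239 from limma), and Cyp4a14 at 361, 1030 and 319 TPM and 641, 841 and 942 TPM, with a log2 fold change of 0.70 (standard error 0.44, adjusted p = 0.372 from limma). Angptl4 fell over the list alone, which it did not without vehicle replicate 1 or any single TCS replicate. Without vehicle replicate 2, 23 of the 29 rose when adjusted over the list alone, against 6 in all samples and 18 with array weights, and 2 did so without vehicle replicate 1, 1 without TCS replicate 2 and 1 without TCS replicate 3. Of the 29, 4 are drawn by the paper as higher in these samples, so the list is not independent evidence. PPARα targets had a median 0.39 above all genes, and camera's adjusted p was 0.100 with the preset correlation (adjusted p = 0.819 with an estimated correlation), 4.70e-10 without vehicle replicate 2, 0.90 without vehicle replicate 3, 0.00635 after median-of-ratios rescaling, 0.00173 after quantile normalization, 0.00401 without a filter on low values and 0.00824 with array weights.

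**Figure D4:**
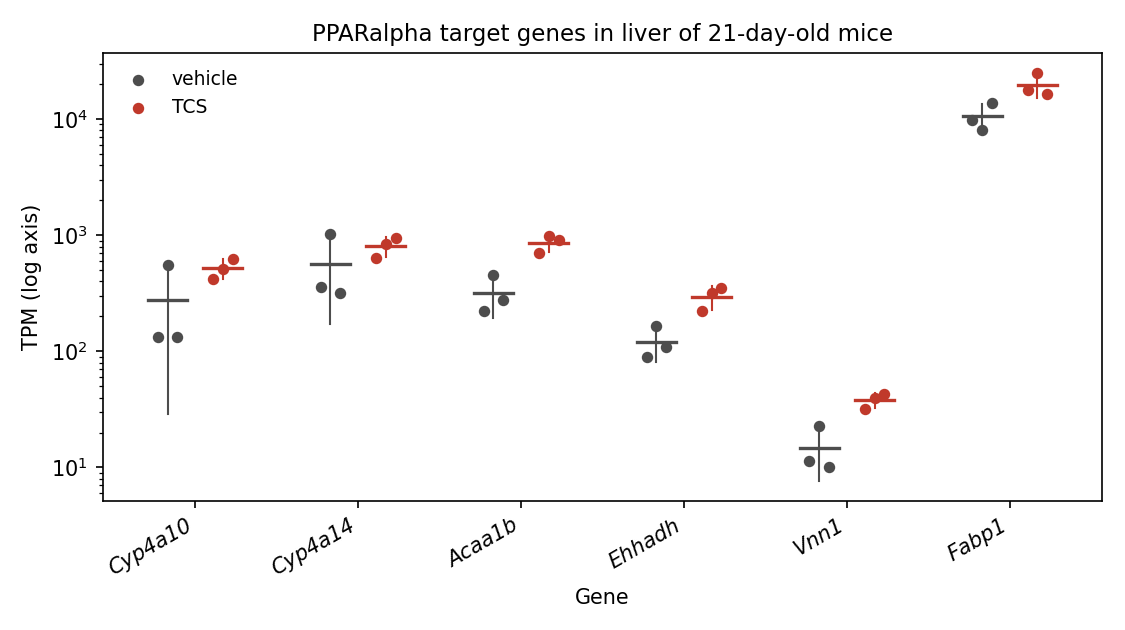
TPM (vertical, log scale) of 6 PPARα targets in 3 vehicle samples (grey) and 3 TCS samples (red), each point 1 sample, with the group mean as a horizontal line and the SD as a vertical line. The highest vehicle point of Cyp4a10 and of Cyp4a14 is replicate 2, at 558 and 1030 TPM.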

RNA-seq analysis confirmed that PPARα signaling was activated in livers of TCS-exposed neonatal mice (Supplementary Fig. S7). Examining PPARα target gene expression by Q-RT-PCR we found robust upregulation of downstream genes, including *Cyp4a14*, *Ehhadh,* and *Cyp4a10* (Fig. 6a). Induction of hepatic *Cyp4a14* by PPARα has been linked to FLD^15^.

**Fig. 6:**
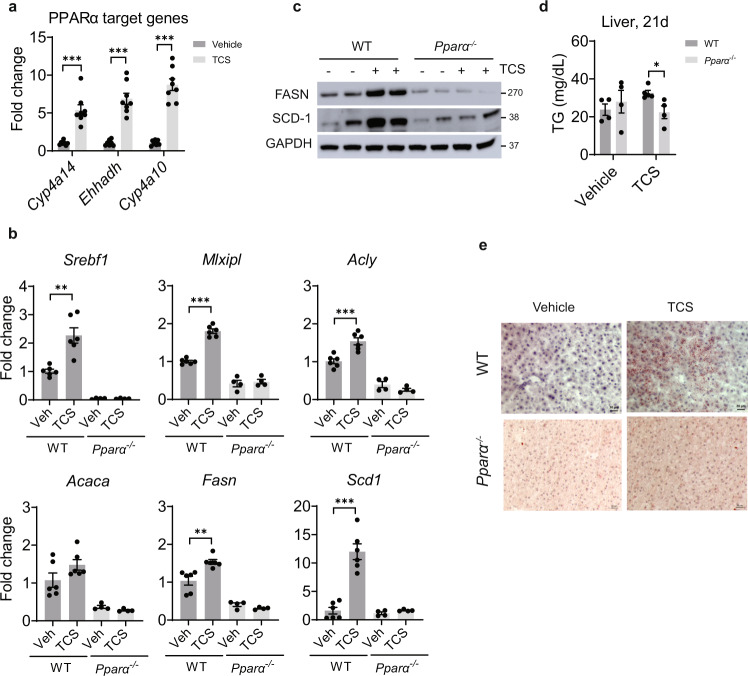
PPARα controls DNL in liver of mice exposed to lactational TCS. WT and *Pparα*^−/−^ neonatal mice breastfed with vehicle or TCS for 21 days. **a** Expression of PPARα target genes at 21 days, *n* = 6 mice per group. **b** Expression of genes linked to hepatic lipogenesis, WT, *n* = 6 per group and *Pparα*^−/−^, *n* = 4 per group. **c** Hepatic IB analysis of FASN and SCD1 (*n* = 2 mice per group). **d** Measurement of liver triglycerides (TG) at 21 days, *n* = 4 mice per group. **e** Frozen liver sections were stained with ORO (*n* = 3 per group). Scale bar, 20μm. (**a**, **b** and **d**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001.

In addition, PPARα activation by TCS upregulated genes linked to DNL, such as *Mlxipl*, *Acly*, *Acaca*, *Fasn*, *Srebf1,* and *Scd1*, whose induction by TCS was blocked in *Pparα*^−/−^ mice (Fig. 6b). IB analysis confirmed reduced expression of FASN and SCD1 proteins in livers of *Pparα*^−/−^ mice exposed to TCS (Fig. 6c). ELISA showed reduced accumulation of TG in TCS exposed *Pparα*^−/−^ livers (Fig. 6d). Histological analysis of *Pparα*^−/−^ mice exposed to TCS was comparable with that of *Atf4*^*ΔHep*^ mice in which hepatosteatosis was blocked (Fig. 6e). Combined, these results indicate that PPARα is required for induction of hepatosteatosis in TCS exposed neonatal mice.

### Obeticholic acid (OCA) blocks TCS-induced DNL

Lactational delivery of TCS to neonatal mice resulted in reduced expression of hepatic FXR target genes (Supplementary Fig. S8a). FXR agonists, including OCA, were developed as potential therapeutics for NAFLD and NASH^39–41^. Neonatal mice nursing on normal milk or TCS tainted breastmilk were treated daily from postnatal day 16 to 20 with oral OCA (100 mg/kg) and tissues collected on postnatal day 21. OCA treatment resulted in robust induction of *Shp*, an FXR target gene in liver and small intestine (Fig. 7a and Supplementary Fig. S8b). FXR activation was reported to enhance expressions of intestinal barrier genes, such as claudins and tight-junction proteins (TJPs)^42^. However, our results revealed few changes in intestinal tissue of TCS-exposed neonates treated with OCA, other than decreased *Tjp1*, *Cldn1,* and *Cldn19* mRNAs (Supplementary Fig. S8c).

**Fig. 7:**
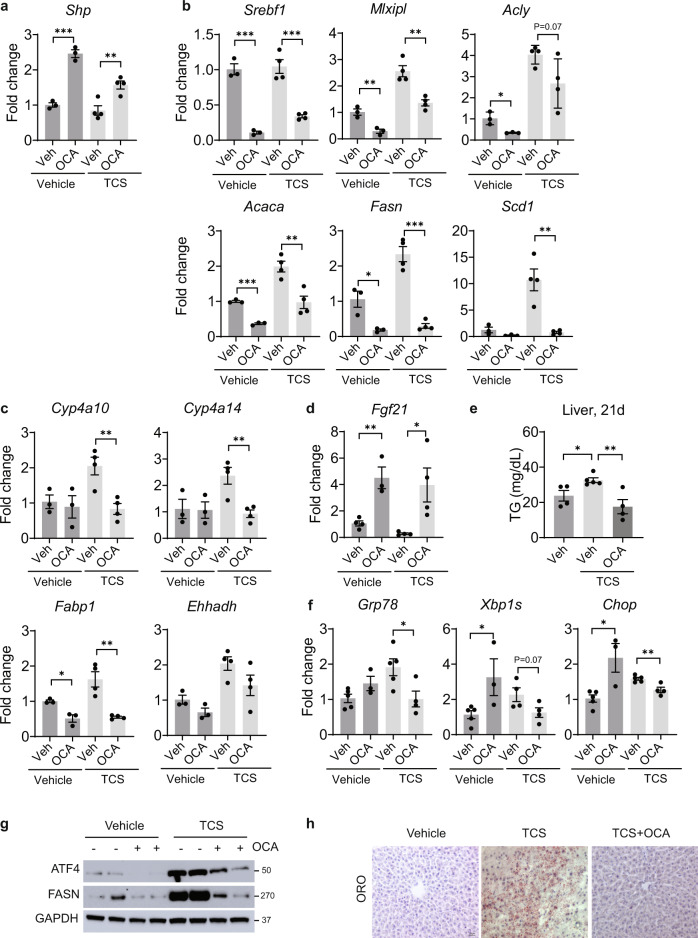
Orally administration of OCA suppresses DNL genes, PPARα activity and ER stress in liver of TCS breastfed mice. Neonatal mice receiving a normal diet or TCS through lactation for 21 days. During the course of this exposure, 16-day old mice were treated with OCA for 4 days and tissues collected on day 21. **a** Expression of hepatic *Shp* (vehicle, *n* = 3 per group and TCS, *n* = 4 per group). **b** Expression of genes associated with lipogenesis (vehicle, *n* = 3 per group and TCS, *n* = 4 per group). **c** Hepatic expression of PPARα target genes (vehicle, *n* = 3 per group and TCS, *n* = 4 per group). **d** Hepatic expression of *Fgf21* (vehicle veh, TCS veh and TCS OCA, *n* = 4 per group and vehicle OCA, *n* = 3). **e** Measurement of liver TG (*n* = 4 per group). **f** Genes linked to ER stress (vehicle veh and TCS veh, *n* = 5 per group, TCS OCA, *n* = 4 and vehicle OCA, *n* = 3). **g** Hepatic IB analysis of ATF4 and FASN (*n* = 2 per group). **h** Frozen liver sections were stained with ORO (*n* = 3 per group). Scale bar, 20μm. (**a**–**f**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001.

OCA administration had a significant impact on liver. Q-RT-PCR analysis demonstrated that OCA reduced the expression of genes driving DNL including *Mlxipl*, *Acaca*, *Fasn,* and *Scd1* (Fig. 7b). OCA also repressed PPARα target genes, including *Cyp4a10*, *Cyp4a14,* and *Fabp1*, but only when mice were exposed to TCS (Fig. 7c). The treatment with OCA increases *Fgf21* gene expression even when mice are exposed to TCS (Fig. 7d). ELISA showed reduced hepatic accumulation of TG in mice treated with OCA along with TCS (Fig. 7e). OCA administration along with TCS decreases *Grp78* and *Xbp1s* (Fig. 7f), while IB analysis showed reduced ATF4 and FASN proteins in OCA treated neonatal mice exposed to TCS (Fig. 7g). Importantly, ORO staining revealed a decrease in lipid accumulation in mice treated with OCA along with TCS (Fig. 7h).

OCA administration also had an impact on the GR and AMPK response. Q-RT-PCR analysis demonstrated that OCA increased the expression of metallothionein 2 (*Mt2*) and Sulfotransferase Family 1E Member 1 (*Sult1e1*), important GR target genes, only in the absence of TCS. We can conclude that OCA does not stimulate GR targets in the presence of TCS. However, *Ppargc1a*, a key AMPK target gene, plays an important role in FAO and helps to limit lipid accumulation in the liver^43^. While the *Ppargc1a* gene is downregulated by TCS (Fig. 4), OCA overrides this repression by showing considerable induction in the presence of TCS (Supplementary Fig. S8d), an event that may contribute towards protecting the liver from TCS-induced FLD.

### Gp130 signaling blocks TCS-induced DNL

An increase in intestinal barrier permeability is one of the factors underlying the progression of NAFLD^10^. TCS treatment damaged the intestinal barrier, as demonstrated by accelerated apoptosis with increases in cytochrome C and induction of caspase-9 and caspase-3 (Fig. 8a). Apoptosis was mirrored by downregulation of claudin mRNAs (*Cldn1* and *Cldn19*) (Fig. 8b). Moreover, the upregulation of several antimicrobial proteins (AMPs), regenerating islet-derived protein 3 beta and gamma (*Reg3b* and *Reg3g*) and resistin-like beta (*Retnlb*), suggested that TCS is causing stress or microbial translocation in the intestinal mucosa (Supplementary Fig. S9a). Furthermore, TCS administration dramatically increased phosphorylated total β-catenin and its targets LGR5 and SGK1 (Supplementary Fig. S9b). β-catenin is known to promote tumorigenesis via the *Wnt* pathway^44^. However, histological analysis did not present any tumor formation (Supplementary Fig. S9c). With the induction of intestinal AMPs, TCS administration is causing significant stress without altering the majority of the claudins and TJPs mRNAs (Supplementary Fig. S9d, e).

**Fig. 8:**
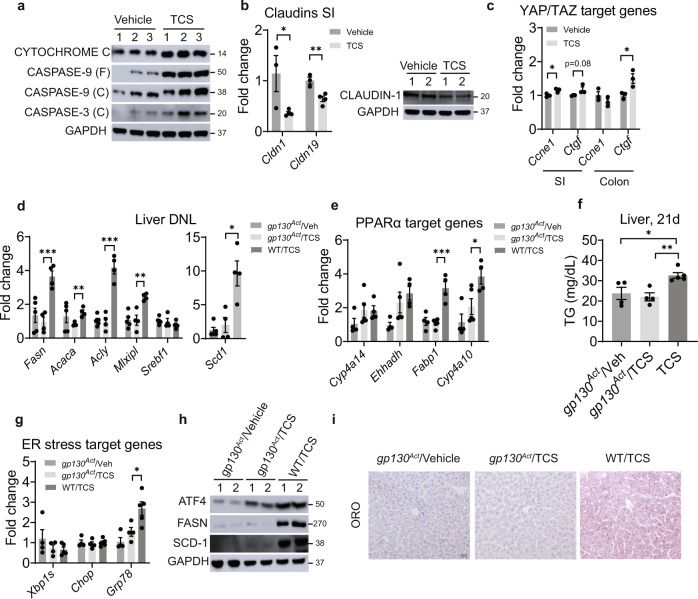
Activation of gp130 suppresses liver DNL, PPARα activity and ER stress in liver of TCS breastfed mice. *gp130*^*Act*^ mice received normal milk or TCS through lactation for 21 days. **a** IB analysis of cytochrome C, caspase 9, cleaved caspase-3 (*n* = 3 per group). **b** Expression of claudins and IB of claudin-1 in intestines (vehicle, *n* = 3 per group and TCS, *n* = 4 per group). **c** Expression of YAP/TAZ target genes in the intestines (*n* = 3 per group). **d** Expression of hepatic lipogenic genes (*gp130*^*Act*^ /veh and WT, *n* = 4 mice per group and *gp130*^*Act*^ /TCS, *n* = 5). **e** Expression of hepatic PPARα target genes (*gp130*^*Act*^ /veh and WT/TCS, *n* = 4 mice per group and *gp130*^*Act*^ /TCS, *n* = 5). **f** Measurement of liver TG (*gp130*^*Act*^ /veh and *gp130*^*Act*^ /TCS, *n* = 4 mice per group and WT/TCS, *n* = 5). **g** Hepatic genes linked to ER stress (*gp130*^*Act*^ /veh and *gp130*^*Act*^ /TCS, *n* = 4 mice per group and WT/TCS, *n* = 5). **h** Representative IB analysis of ATF4, FASN and SCD1 (*n* = 2 per group). **i** Frozen liver sections were stained with ORO (*n* = 3 per group). Scale bar, 20μm. (**b**–**g**) and (**f**) show mean ± S.E., determined by two-tailed Student’s test; *P < 0.05, **P < 0.01, ***P < 0.001.

Intestinal damage activates yes-associated protein-1 (YAP) and tafazzin (TAZ) to stimulate barrier repair^45^. Indeed, TCS exposure upregulated YAP target genes, including connective tissue growth factor (*Ctgf*) in the small intestine and colon and cyclin e1 (*Ccne1*) in the small intestine (Fig. 8c). Due to tight-junction loss and apoptosis caused by TCS, we examined the actions of lactational TCS exposure on neonatal IEC-specific *gp130*^*Act*^ mice which show enhanced intestinal barrier repair and upregulation of TJP and claudins^10^. Q-RT-PCR analysis showed that *gp130*^*Act*^ mice were resistant to TCS-induced *Fasn*, *Scd1*, *Acaca*, *Acly* and *Mlxipl* mRNAs, all of which play important roles in DNL (Fig. 8d). In addition, PPARα target mRNAs, including *Cyp4a10* and *Fabp1* were reduced in livers of TCS exposed *gp130*^*Act*^ mice (Fig.8e). Hepatic TG levels in g*p130*^*Act*^ mice treated were also reduced when compared to WT treated mice (Fig. 8f). In addition, mRNA levels of *Grp78* were lower in livers of *gp130*^*Act*^ mice when compared to WT treated with TCS (Fig. 8g). IB analysis showed lower protein levels of ATF4, FASN and SCD-1 in g*p130*^*Act*^ mice compared with WT mice both treated with TCS (Fig. 8h). Importantly, ORO staining analysis showed no accumulation of lipid droplets in vehicle and TCS exposed g*p130*^*Act*^ mice when compared to WT mice exposed to TCS (Fig. 8i). Clearly, g*p130*^*Act*^ mice are resistant to the early actions of lactational TCS delivery on the development of FL, clearly demonstrating that TCS impacts intestinal barrier integrity.

## Discussion

TCS, a ubiquitous environmental toxicant that has been detected in urine, blood, and breast milk in different regions of the world suggests that the general population is exposed to TCS^25,42,46,47^. With considerable evidence that TCS alters biological responses^21^, several key studies in mice have confirmed that long-term exposure has detrimental effects on both the intestinal tract and liver. Chronic exposure to TCS has been shown to increase colonic inflammation and colitis-associated colon tumorgenesis^48^, which has recently been linked to reactivation of TCS from its glucuronide metabolite by specific intestinal microbial β-glucuronidase enzymes^49^. Our previous studies have shown TCS can function as a liver tumor promoter stimulating liver tumorigenesis, due in part to the induction of oxidative stress and fibrosis^21,22^. In both a normal chow diet and high fat diet (HFD), TCS increased lipid droplet accumulation in liver^23^. As an adaptive response to HFD and nutrient sensing, the liver-secreted cytokine FGF21 is significantly induced. However, an HFD + TCS greatly blunts expression of FGF21^23^, leading us to hypothesize that FGF21 plays an important role in suppressing FL. When we induced a type-1 diabetic animal model by treating newborn mice with streptozotocin to damage insulin-secreting beta cells in the pancreas^50^ followed by a HFD, adult mice robustly developed NASH that was significantly accelerated in the presence of TCS^23^. TCS-treated mice exhibited elevated levels of oxidative stress, hepatic fibrosis, and inflammatory responses. With current epidemiological studies convincingly showing the accumulation of TCS in human breast milk, if it is transferred to nursing newborns the dietary conditions would simulate an early dietary-based HFD contaminated with TCS. Thus, we developed an animal model that allowed us to examine the impact of lactational TCS delivery to neonates and its potential impact on FLD.

Neonatal mice receiving TCS through lactation exhibit early onset hepatic ER stress and steatosis, two important events that stimulate progression from NAFLD to NASH^7^. Several mechanisms can lead to the induction of DNL in liver ER stress, including caspase-2 activation^51^, inflammation^10^, interleukin-17A^52^ and the PERK-eIF2α-ATF4 axis^53^. Our findings indicate that ATF4 and PPARα are critical mediators of this process. Ablation of ATF4 or blockage with PERK siRNA prevents DNL-related gene induction in neonatal mice receiving TCS through lactation. Interestingly, deletion of PPARα also prevented lipid accumulation in the liver. We had previously shown that PPARα is activated by TCS through an indirect mechanism, as TCS had no effect on PPARα in vitro^22^. Similar outcomes regarding gene expression, TG accumulation and protein expression in both ATF4 and PPARα deficient mice suggest that activation of PPARα depends on ER stress through the PERK-eIF2α-ATF4 pathway.

AMPK has recently emerged as an important factor in NAFLD, due to its ability to control multiple metabolic pathways, including hepatic lipid metabolism^54^. Like HFD^54,55^, TCS also downregulates hepatic AMPK signaling. AMPK reactivation blocks lipogenesis through ACC inhibition, decreasing intracellular malonyl-CoA levels, a precursor of triglycerides^54^. TCS also downregulates *Ppargc1a* and *Mff*, important factors involved with mitochondrial biogenesis and fission, respectively. NAFLD progression has been linked to decreases in *Ppargc1a* levels, a transcription factor involved in fatty acid oxidation^56^.

Due to the role PPARα has on FAO, this nuclear receptor has been extensively studied as a potential target to treat NAFLD^57^. However, we have shown that PPARα ablation is protective in TCS-induced FLD. Furthermore, *Fgf21*, which is a PPARα target gene and plays an important role in fat oxidation^57^ is downregulated by TCS treatment, unlike what is seen in HFD-fed mice^23^. Polychlorinated biphenyls (PCBs) have been shown to also reduce hepatic *Fgf21* mRNA^19^. Since TCS and other environmental toxicants can reduce FGF21 expression, NAFLD caused by environmental toxicants can be more aggressive than the development of NAFLD caused by HFD. However, the exact mechanism by which TCS downregulates FGF21 remains obscure.

OCA has been tested as a treatment option for several liver diseases including NAFLD and type-2 diabetes^41^. However, there is limited mechanistic understanding of how OCA acts. Our findings demonstrated that the oral administration of OCA dramatically reduces ATF4, PPARα signaling, and several genes associated with DNL in mice exposed to TCS. In addition, activation of gp130 signaling, using the *gp130*^*Act*^ mouse model, prevented hepatic DNL and ER stress in TCS-exposed mice. It is understood that gp130 reduces endotoxemia and decreases liver inflammation, thus decreasing fatty liver progression^10^.

In summary, the transmission of TCS through lactation leads to lipogenesis, ER stress, PPARα activation and immune inflammation in neonatal livers. These events are important for early onset FLD. Mechanistically, both ATF4 and PPARα have an important role in DNL and NAFLD progression. The similarity in function between these two transcription factors suggests they may communicate physically. Further studies are necessary to elucidate this pathway. Administration of OCA and activation of mucosal-regenerative gp130 signaling ameliorates TCS-induced FLD, decreasing ER stress, PPARα signaling and DNL. As a ubiquitous environmental toxicant that has been detected in tissues from individuals of all ages^21^, TCS may initiate TASH in children. In addition, with the increase in pediatric NAFLD and NASH^3,4^, we can suggest that TCS exposure through lactation heightens the sensitivity toward FLD as children are continually exposed to high caloric and energy rich foods.

## Methods

### Mice and treatment options

All mice were housed in a specific pathogen–free facility with a 12-h light, 12-h dark cycle and given free access to food and water. Breeding pairs of C57/B6 and *Pparα*-null (*Pparα*^*−/−*^) mice were obtained from Jackson Laboratory (Bar Harbor, ME). ATF4 liver conditional knockout mice (*Atf4*^*∆Hep*^) and control (*Atf4*^*F/F*^) were obtained from Dr. Christopher M. Adams from the University of Iowa. The intestinal epithelial cell (IEC)-specific expression of the constitutively active gp130 variant (*gp130*^*Act*^) mice was produced previously^58^. All animals were housed at the University of California San Diego (UCSD) Animal Care Facility and received food and water ad libitum.

Due to the tendency for TCS to accumulate in many animals and plants that are consumed by humans, we administer TCS in the chow^21^. Breeding pairs of all mice strains (6 weeks old) were fed with a chow diet containing 0.012% TCS (Sigma-Aldrich, 72779) dissolved in vehicle (2 ml DMSO + 10 ml water) or vehicle alone. The females received TCS in the chow during pregnancy and lactational period (until neonates complete 21 days old). Neonatal mice remained with the breeding pairs for 21 days before being sacrificed, and serum, liver and intestines were collected for analysis. Treatment with TCS did not affect female body weight. For obeticholic acid (OCA, MedChemExpress, HY-12222) experiments, C57/BL6 neonates breastfed TCS were treated with 100 mg/kg of vehicle or OCA (100 mg/kg per day) by oral gavage (p.o.) from day 16 to day 20. The mice were euthanized when they were 21 days old and tissues were collected for further analysis. For all experiments we used only male neonatal mice from at least two independent litters of each treatment group.

The protocols for mice handling and procedures were approved by the UCSD Animal Care and Use Committee (IACUC), and these protocols were conducted in accordance with federal regulations. Animal Protocol S99100 was approved by the UCSD Institutional Animal Care and Use Committee.

### Triclosan measurements on milk and serum

We analyzed TCS in the breastmilk of 14-day-old neonates. TCS in the serum was analyzed at 21 days. All solvents used for sample preparation and metabolomic analysis were LC/MS grade. Methanol, acetonitrile, water, and isopropanol were purchased from Honeywell International Inc. Ethanol and acetic acid were purchased from Sigma-Aldrich.

All pipetting instruments and consumables were purchased from Eppendorf. LCMS amber autosampler vials and tri-layer vial caps were purchased from Agilent Technologies and 300 μL glass inserts were purchased from Wheaton. Kinetex C18 1.8 mm (100 × 2.1 mm) UPLC columns were purchased from Phenomenex Inc. UPLC BEH RP-18 guard columns were purchased from Waters Inc. Pooled human plasma was obtained from Bioreclamation IVT. Isotopically labeled (13C12) labeled triclosan standard was purchased from Cambridge Isotopes (P/N CLM-6779-1.2).

To each sample, 20 µL of serum and milk was transferred to a clean 1.5 mL microfuge tube. To each sample 80 µL of ethanol extraction solvent containing 250 nM of 13C labeled triclosan was added. Samples were then vortexed at 2000 rpm for 5 min at 4 °C to allow for protein precipitation followed by centrifugation at 14,000 rpm for 5 min at 4 °C. For each sample, 75 µL of supernatant was transferred to an amber glass HPLC vial (P/N 92-5182-0716) containing a Wheaton 300 µL (P/N 11-0000-100) glass insert. Samples were stored at 4 °C in a Thermo Scientific Vanquish UHPLC autosampler until analysis by LC-MS/MS.

LC-MS/MS Data Acquisition was performed as previously described^59,60^. In brief, 20 μL of the sample was injected onto a Phenomenex Kinetex C18 reverse phase column and compounds were eluted with a constant flow rate of 0.375 mL/min using the following gradient: 0-0.25, 99–99% A, 0.25-5 min, 99–45% A, 5–5.5 min, 55–1% A, 5.5–7.5 min,1%A, where mobile phase A is 70:30:0.1 water: acetonitrile: acetic acid and mobile phase B is 50:50:0.02 acetonitrile: isopropanol: acetic acid. Compounds were detected using a Thermo Scientific QExactive Orbitrap mass spectrometer equipped with a heated electrospray ionization (HESI) source operating in negative ion mode with the following source parameters: sheath gas flow of 40 units, aux gas flow of 15 units, sweep gas flow of 2 units, spray voltage of −3.5 kV, capillary temperature of 265 °C, aux gas temp of 350 °C, S-lens RF at 45. Data was collected using an MS1 scan event followed by 4 DDA scan events using an isolation window of 1.0 *m/z* and a normalized collision energy of 35 arbitrary units. For MS1 scan events, scan range of m/z 225-650, mass resolution of 17.5k, AGC of 1e6 and inject time of 50 ms was used. For tandem MS acquisition, mass resolution of 17.5 k, AGC 5e5 and inject time of 80 ms was used. TCS was identified by matching accurate mass, retention time and MS/MS fragmentation pattern with commercial standard and quantified using the isotopically labeled internal standard. Data was collected using Thermo Xcalibur software (version 4.1.31.9) and analyzed using Thermo QualBrowser (version 4.1.31.9) as well as MZmine 2.36.

### Histology and immunohistochemical procedures

To analyze liver and small intestine (jejunum) morphology, tissue samples were fixed in 10% buffered formalin phosphate (Fisher Chemicals) for analysis at the UCSD Histology Core. Samples were embedded in paraffin, sliced into 5 μm sections and stained with H&E (hematoxylin and eosin). A semi-quantitative summary of the assessment scores for NAFLD histopathology’s were performed^34^. For detection of lipid accumulation, frozen liver samples were embedded in Tissue-Tek optimum cutting temperature (OCT) compound, frozen at dry ice, stored in −80 °C and then sliced to 5 μm sections and stained with Oil Red O (ORO) and counterstained with hematoxylin as previously described^6^. For detection of fibrosis, paraffin-embedded sections were stained with Sirius Red as previously described^22,23^. Representative images were captured on an upright light/fluorescent microscope (Zeiss) equipped with AxioCam camera.

For the staining of F4/80 (ThermoFisher, 41-4801-82) and Ki-67 (GeneTex, GTX16667), paraffin liver sections were prepared in the Histology Core (University of California, San Diego). Formalin-fixed, paraffin-embedded liver slides were deparaffinized and rehydrated, using xylene followed by alcohol and PBS washings. Antigen retrieval of tissue slides and the immunohistochemical staining with a primary antibody, secondary biotinylated antibody, and streptavidin-HRP (Pharmingen) were achieved as described previously^22^. All primary antibodies were diluted 1:100 and secondary antibodies were diluted 1:200. Ki-67-positive cells were counted on five fields of four different mice of each group of ×200 magnification per slide.

Detection of apoptotic cells in tissue sections was performed by the TUNEL assay with the In-Situ Cell Death Detection Kit (TMR red, Roche), according to the protocol described previously^22^. TUNEL-positive cells were counted on five fields of four different mice of each group of ×200 magnification per slide. For Sirius Red and F4/80 quantification, images were converted to RGB stack and middle section was used. Threshold was adjusted to cover the positive stained area and percentage of positive area was calculated by Image J2 Fiji software, v. 2.3.0.

### Reverse Transcription Quantitative PCR

Tissue samples were homogenized in 1 mL TRIzol Reagent (Invitrogen, Waltham, MA) according to the manufacturer’s instructions and total RNA was extracted. Using iScript Reverse Transcriptase (Bio-Rad Laboratories, Hercules, CA), 1 μg of total RNA was used for the generation of cDNA in a total volume of 12 μL as outlined by the manufacturer. Following cDNA synthesis, quantitative PCR was carried out on a CFX96 qPCR system (BioRad) by using SsoAdvanced SYBR Green Supermix (BioRad). Primers sequences are provided in Supplementary Dataset.

### RNA sequencing analysis

For RNA-seq studies, each RNA sample consisted of RNA from 3 mice, and 3 RNA samples (a total of 9 mice) per group were analyzed as previously performed in our laboratory. The sequencing library was prepared using the Illumina TruSeq RNA Sample Prep Kit (FC-122-1001; Illumina, San Diego, CA) with 1 ug of total RNA. The sequencing was performed on an NovaSeq 6000 sequencer in the IGM Genomics Center at UCSD. RNA sequencing data analysis was performed by Dr Kristen Jepsen (UCSD). Image deconvolution, quality value calculation, and the mapping of exon reads and exon junctions were performed at the UCSD sequencing core. Base calling was performed using bcl2fastq (v2.17.1.14; Illumina). RNA sequencing reads were aligned Q20 to the mice genome (mm10) with STAR (v2.2.0c)^61^ with default parameters, only uniquely alienable reads were used for downstream analysis. Gene expression values were calculated using HOMER by quantifying strand-specific reads across annotated gene exons (RefSeq) and reported as fragments per kilobase of exon per million mapped reads. Sequencing reads were aligned to the Mus musculus (UCSC mm10) genome. Heatmaps were drawn using GraphPad Prism 9.1.0.

### Western blot analysis

For whole tissue analyses, minced liver tissue (0.1 mg) was homogenized in 0.4 mL 1 X RIPA lysis buffer (EMD Millipore, Billerica, MA) supplemented with protease inhibitor cocktail (Sigma-Aldrich). After homogenization, the samples were centrifuged at 15,000*g* for 20 min at 4 °C and the supernatants transfer to a new tube and kept at −80 °C until analysis.

Western blots were performed by using NuPAGE 4–12% BisTris-polyacrylamide gels (Invitrogen) with the protocols described by the manufacturer. Protein (30 μg) was electrophoresed at 170 V for 50 min and transferred at 20 V for 2 h to PVDF membranes (EMD Millipore). Membranes were blocked with 5% non-fat milk at room temperature for 1 h and incubated with primary antibodies, at 4 °C overnight. Membranes were washed and exposed to HRP-conjugated secondary antibodies (anti-mice IgG, anti-rabbit IgG or anti-rat IgG) for 1 h at room temperature. Protein was detected by the ECL Plus Western blotting detection system (BioRad) and was visualized by the BioRad Chemidoc Touch Imaging System. Antibodies used for Western Blotting were: GAPDH (Santa Cruz, sc-32233), β-catenin (Santa Cruz, sc-7963), claudin-1 (Santa Cruz, sc-166338), AMPKα1/2 (Santa Cruz, sc-25792), CYP7A1 (Abcam, ab-65596), SCD1 (Santa Cruz, sc-14720), phospho-AMPK (Cell Signaling, CS2535), phospho-eIF2α (Cell Signaling, CS3597), ATF4 (Cell Signaling, CS11815), IL-1β (Cell Signaling, CS12426), cleaved caspase 3 (Cell Signaling, CS9661), FASN (Cell Signaling, CS3180), FOXO1 (Cell Signaling, CS2880), NQO-1 (Cell Signaling, CS62262), cytochrome C (Cell Signaling, CS11940), caspase-9 (Cell Signaling, CS9508S), phospho-β-Catenin (Cell Signaling, CS5651), LGR5 (Abclonal, A10545), SGK1 (Abclonal, A3936). The secondary antibodies anti-mice IgG horseradish peroxidase (HRP) conjugated antibody and anti-rabbit IgG HRP-conjugated antibodies were obtained from Cell Signaling Technology, Inc. (Danvers, MA). All primary antibodies were diluted 1:1,000 and secondary antibodies were diluted 1:3000.

### Primary hepatocytes culture and PERK-targeted small interfering RNA (*siRNA*) Regulation

Primary hepatocytes were isolated from 4-week-old C57/B6 mice. Mice were anesthetized and the portal vein was cannulated and perfused with Hanks’ balanced salt solution (without Mg^2+^ or Ca^2+^) followed by perfusion with Hanks’ balanced salt solution with Mg^2+^ and Ca^2+^ containing 0.1 mg/mL of Liberase (Roche Applied Science). Following the removal of the liver, the resulting hepatocytes were filtered through a sterile 70-µm filter. The hepatocytes were than cultured in 12-well collagen-treated plates with Dulbecco’s modified Eagle’s medium (DMEM) medium containing 10% fetal bovine serum (FBS) and penicillin/streptomycin for 6 hours. After changing the medium, the hepatocytes were exposed to TCS at 30 µM with DMEM medium supplemented with 25Mm HEPES, 40 ng/mL Dexamethasone, 1x Insulin-transferrin-selenium and penicillin/streptomycin. After 72 h, hepatocytes were collected for Q-RT-PCR and WB.

siRNA specific for mouse PERK (Santa Cruz, sc-36214) and control (Santa Cruz, sc-37007) were purchased at Santa Cruz Biotechnology. Four hours after primary hepatocytes were isolated from 4- to 6- week-old C57/B6 mice, cells were transfected in the presence of 10 nM of either siRNA or control RNA with Lipofectamine RNAiMAX reagent (Invitrogen) in a final volume of 0.5 mL of OPTI-MEM. After 24 hours medium was changed with fresh medium supplemented with 25Mm HEPES, 40 ng/mL dexamethasone, 1x insulin-transferrin-selenium and penicillin/streptomycin, containing TCS or DMSO. Lipofectamine and siRNA were kept until the end of the experiment. Fourth-eight hours later, cells were used for RNA and protein extraction. Q-RT-PCR were carried out to examine gene expression levels and WB.

### Triglyceride and FGF21 ELISA

FGF21 and triglyceride serum levels were measured using FGF-21 Quantikine enzyme-linked immunosorbent assay kit (R&D System), triglyceride colorimetric assay kit (Cayman Chemicals), respectively. Lipid contents were extracted by using Bligh and Dyer method^62^ for analysis in liver tissue using the same ELISA kits previously mentioned.

### Statistical analyses

Data are represented as mean ± SEM. For all data we used Shapiro–Wilk test to verify the normality of data; when data is normally distributed, statistical significance was determined using two-sided Student’s *t* test, otherwise, significance was determined by Wilcoxon–Mann–Whitney test. *P* values < 0.05 were considered statistically significant, and statistically significant differences are indicated with *P < 0.5; **P < 0.01; ***P < 0.001. Statistical analyses were performed using GraphPad 9.1.0 (San Diego, CA). Exact P values for all comparisons, together with group size for each group, were listed in Supplementary Dataset.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Reporting Summary

## Data Availability

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database with the accession code GSE200705. All other data generated or analyzed during this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Spengler EK, Loomba R (2015). Recommendations for diagnosis, referral for liver biopsy, and treatment of nonalcoholic fatty liver disease and nonalcoholic steatohepatitis. Mayo Clin. Proc..

[2] Masarone M, Federico A, Abenavoli L, Loguercio C, Persico M (2014). Non alcoholic fatty liver: epidemiology and natural history. Rev. Recent Clin. Trials.

[3] Kohli, R. et al. Pediatric nonalcoholic fatty liver disease: a report from the expert committee on nonalcoholic fatty liver disease (ECON). *J. Pediatr.***172**, 9–13 (2016).10.1016/j.jpeds.2015.12.016PMC484650226749112

[4] Goyal NP, Schwimmer JB (2016). The progression and natural history of pediatric nonalcoholic fatty liver disease. Clin. Liver Dis..

[5] Schwimmer JB (2006). Prevalence of fatty liver in children and adolescents. Pediatrics.

[6] Alisi A, Feldstein AE, Villani A, Raponi M, Nobili V (2012). Pediatric nonalcoholic fatty liver disease: a multidisciplinary approach. Nat. Rev. Gastroenterol. Hepatol..

[7] Tilg H, Moschen AR (2010). Evolution of inflammation in nonalcoholic fatty liver disease: The multiple parallel hits hypothesis. Hepatology.

[8] Lebeaupin C (2018). Endoplasmic reticulum stress signalling and the pathogenesis of non-alcoholic fatty liver disease. J. Hepatol..

[9] Rahman K (2016). Loss of junctional adhesion molecule a promotes severe steatohepatitis in mice on a diet high in saturated fat, fructose, and cholesterol. Gastroenterology.

[10] Todoric J (2020). Fructose stimulated de novo lipogenesis is promoted by inflammation. Nat. Metab..

[11] Pakos-Zebrucka K (2016). The integrated stress response. EMBO Rep..

[12] Evans RM, Mangelsdorf DJ (2014). Nuclear receptors, RXR, and the Big Bang. Cell.

[13] Montagner A (2016). Liver PPARalpha is crucial for whole-body fatty acid homeostasis and is protective against NAFLD. Gut.

[14] Zhang X (2017). Ablation of cytochrome P450 omega-hydroxylase 4A14 gene attenuates hepatic steatosis and fibrosis. Proc. Natl Acad. Sci. USA.

[15] Xiao G (2013). ATF4 protein deficiency protects against high fructose-induced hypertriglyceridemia in mice. J. Biol. Chem..

[16] Fisher FM, Maratos-Flier E (2016). Understanding the physiology of FGF21. Annu Rev. Physiol..

[17] Chen X (2016). Hepatic ATF6 increases fatty acid oxidation to attenuate hepatic steatosis in mice through peroxisome proliferator-activated receptor α. Diabetes.

[18] Marmugi A (2012). Low doses of bisphenol A induce gene expression related to lipid synthesis and trigger triglyceride accumulation in adult mouse liver. Hepatology.

[19] Shi H (2019). Polychlorinated biphenyl exposures differentially regulate hepatic metabolism and pancreatic function: Implications for nonalcoholic steatohepatitis and diabetes. Toxicol. Appl Pharm..

[20] Halden RU (2014). On the need and speed of regulating triclosan and triclocarban in the United States. Environ. Sci. Technol..

[21] Yueh MF, Tukey RH (2016). Triclosan: a widespread environmental toxicant with many biological effects. Annu. Rev. Pharmacol. Toxicol..

[22] Yueh MF (2014). The commonly used antimicrobial additive triclosan is a liver tumor promoter. Proc. Natl Acad. Sci. USA.

[23] Yueh, M. F. et al. Triclosan leads to dysregulation of the metabolic regulator FGF21 exacerbating high fat diet-induced nonalcoholic fatty liver disease. *Proc. Natl Acad. Sci. USA* 117, 31259–31266 (2020).10.1073/pnas.2017129117PMC773378533229553

[24] Toms LM (2011). Triclosan in individual human milk samples from Australia. Chemosphere.

[25] Dayan AD (2007). Risk assessment of triclosan [Irgasan] in human breast milk. Food Chem. Toxicol..

[26] Rodricks JV, Swenberg JA, Borzelleca JF, Maronpot RR, Shipp AM (2010). Triclosan: a critical review of the experimental data and development of margins of safety for consumer products. Crit. Rev. Toxicol..

[27] Victora CG (2016). Breastfeeding in the 21st century: epidemiology, mechanisms, and lifelong effect. Lancet.

[28] Allmyr M, Adolfsson-Erici M, McLachlan MS, Sandborgh-Englund G (2006). Triclosan in plasma and milk from Swedish nursing mothers and their exposure via personal care products. Sci. Total Environ..

[29] Sandborgh-Englund G, Adolfsson-Erici M, Odham G, Ekstrand J (2006). Pharmacokinetics of triclosan following oral ingestion in humans. J. Toxicol. Environ. Health A.

[30] Softic S (2018). Divergent effects of glucose and fructose on hepatic lipogenesis and insulin signaling. J. Clin. Invest.

[31] Saeed A (2021). Impaired hepatic vitamin A metabolism in NAFLD mice leading to vitamin A accumulation in hepatocytes. Cell Mol. Gastroenterol. Hepatol..

[32] Liu Z (2018). MCM family in HCC: MCM6 indicates adverse tumor features and poor outcomes and promotes S/G2 cell cycle progression. BMC Cancer.

[33] Shalapour S (2017). Inflammation-induced IgA+ cells dismantle anti-liver cancer immunity. Nature.

[34] Brunt EM (2005). Nonalcoholic steatohepatitis: pathologic features and differential diagnosis. Semin Diagn. Pathol..

[35] Kuo T, McQueen A, Chen TC, Wang JC (2015). Regulation of glucose homeostasis by glucocorticoids. Adv. Exp. Med. Biol..

[36] Salminen A, Kauppinen A, Kaarniranta K (2017). FGF21 activates AMPK signaling: impact on metabolic regulation and the aging process. J. Mol. Med. (Berl., Ger.).

[37] Okun JG (2015). Molecular regulation of urea cycle function by the liver glucocorticoid receptor. Mol. Metab..

[38] Puigserver P (2003). Insulin-regulated hepatic gluconeogenesis through FOXO1-PGC-1alpha interaction. Nature.

[39] Nakagawa H (2014). ER stress cooperates with hypernutrition to trigger TNF-dependent spontaneous HCC development. Cancer Cell.

[40] Fang S (2015). Intestinal FXR agonism promotes adipose tissue browning and reduces obesity and insulin resistance. Nat. Med..

[41] Mudaliar S (2013). Efficacy and safety of the farnesoid X receptor agonist obeticholic acid in patients with type 2 diabetes and nonalcoholic fatty liver disease. Gastroenterology.

[42] Calafat AM, Ye X, Wong LY, Reidy JA, Needham LL (2008). Urinary concentrations of triclosan in the U.S. population: 2003-2004. Environ. Health Perspect..

[43] Piccinin E, Villani G, Moschetta A (2019). Metabolic aspects in NAFLD, NASH and hepatocellular carcinoma: the role of PGC1 coactivators. Nat. Rev. Gastroenterol. Hepatol..

[44] Wang K (2010). SGK1-dependent intestinal tumor growth in APC-deficient mice. Cell Physiol. Biochem..

[45] Low BC (2014). YAP/TAZ as mechanosensors and mechanotransducers in regulating organ size and tumor growth. FEBS Lett..

[46] Etzel TM (2017). Urinary triclosan concentrations during pregnancy and birth outcomes. Environ. Res..

[47] Arbuckle TE (2015). Exposure to free and conjugated forms of bisphenol A and triclosan among pregnant women in the MIREC cohort. Environ. Health Perspect..

[48] Yang, H. et al. A common antimicrobial additive increases colonic inflammation and colitis-associated colon tumorigenesis in mice. *Sci. Transl. Med.***10**, eaan4116 (2018).10.1126/scitranslmed.aan4116PMC634313329848663

[49] Zhang J (2022). Microbial enzymes induce colitis by reactivating triclosan in the mouse gastrointestinal tract. Nat. Commun..

[50] Fujii M (2013). A murine model for non-alcoholic steatohepatitis showing evidence of association between diabetes and hepatocellular carcinoma. Med. Mol. Morphol..

[51] Kim JY (2018). ER stress drives lipogenesis and steatohepatitis via caspase-2 activation of S1P. Cell.

[52] Ma HY (2020). IL-17 signaling in steatotic hepatocytes and macrophages promotes hepatocellular carcinoma in alcohol-related liver disease. J. Hepatol..

[53] Oyadomari S, Harding HP, Zhang Y, Oyadomari M, Ron D (2008). Dephosphorylation of translation initiation factor 2α enhances glucose tolerance and attenuates hepatosteatosis in mice. Cell Metab..

[54] Boudaba N (2018). AMPK re-activation suppresses hepatic steatosis but its downregulation does not promote fatty liver development. EBioMedicine.

[55] Zhao P (2020). An AMPK-caspase-6 axis controls liver damage in nonalcoholic steatohepatitis. Science.

[56] Aharoni-Simon M, Hann-Obercyger M, Pen S, Madar Z, Tirosh O (2011). Fatty liver is associated with impaired activity of PPARgamma-coactivator 1alpha (PGC1alpha) and mitochondrial biogenesis in mice. Lab Invest..

[57] Pawlak M, Lefebvre P, Staels B (2015). Molecular mechanism of PPARα action and its impact on lipid metabolism, inflammation and fibrosis in non-alcoholic fatty liver disease. J. Hepatol..

[58] Taniguchi K (2015). A gp130-Src-YAP module links inflammation to epithelial regeneration. Nature.

[59] Lagerborg KA, Watrous JD, Cheng S, Jain M (2019). High-throughput measure of bioactive lipids using non-targeted mass spectrometry. Methods Mol. Biol..

[60] Watrous JD (2019). Directed non-targeted mass spectrometry and chemical networking for discovery of eicosanoids and related oxylipins. Cell Chem. Biol..

[61] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[62] Bligh EG, Dyer WJ (1959). A rapid method of total lipid extraction and purification. Can. J. Biochem. Physiol..

# Supplementary material for: Lactational delivery of Triclosan promotes non-alcoholic fatty liver disease in newborn mice
**Source:** Nat Commun. 2022 Jul 27;13:4346. doi: 10.1038/s41467-022-31947-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: For each figure and supplementary figure, exact P values for all comparisons and group size for each group are listed.

How the deposited data were processed for this re-analysis (not part of the article)

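Liver RNA of mice at 21 days of age was sequenced in 6 samples, 3 from mice breastfed by TCS-exposed mothers and 3 from mice breastfed by vehicle mothers, each pooled from 3 mice according to the paper's methods. TCS was compared with vehicle across these 6 samples, with no other comparison between groups. The columns of the table carry the group and a number from 1 to 3, which cannot be tied to single sample labels, and neither the labels nor the paper's text give the litters in each pool. Replicate numbers are therefore those of the table and pair no samples.

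The authors called bases with bcl2fastq 2.17.1.14, aligned reads to mm10 with STAR 2.2.0c and kept uniquely aligned reads. The methods describe strand-specific reads over RefSeq exons from HOMER, given as FPKM. The table the authors deposited instead holds TPM under Ensembl gene identifiers and rounded to 3 significant digits, and the paper's text does not describe the step that made the TPM values. TPM values sum to the same total in every sample, and the depth of reads behind them is unknown, so no counting error is given. The authors' deposited comparison holds a log2 fold change of TCS over vehicle and, for part of the genes, an adjusted p-value, and the paper's text, which names Student's t test or the Wilcoxon-Mann-Whitney test for its data, does not say how these p-values were adjusted. The direction of these log2 values was checked against the TPM values. Of the genes tested that have a log2 fold change in the authors' deposited table, 73.9% had the same sign there as their difference in mean TPM. Across genes the 2 sets of log2 fold changes had r = 0.908.

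The analysis used R 4.3.3 and limma 3.58.1. Genes with at least 1 TPM in at least 3 of the 6 samples were tested on log2(TPM + 1) with limma's moderated test and a trend of the variance with abundance, and p was adjusted by Benjamini-Hochberg over all genes tested. The threshold was an adjusted p under 0.05 with no minimum fold change, since the paper states none. A test of counts had been planned for the case that counts were given, and was not run on TPM. Group values are means of TPM with their SD, and standard errors of log2 fold changes are limma's. For each gene list, members past the threshold were counted over all genes and with p adjusted over the list alone, and limma's camera set the list against all other genes tested with a preset correlation of 0.01, p being adjusted over the lists, and also with a correlation estimated from the data. The lists cover pathways, receptor targets and cell type markers, were written from textbook knowledge and the groups the paper names, and hold several genes seen in its figures.

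Genes were named by a rule: up to 10 in each direction with the largest log2 fold change among those past the threshold, with a mean of at least 5 TPM in a group and no overlap between the groups' samples; every gene the paper names for the RNA-seq or draws in Fig. 3a, Fig. 3b and Fig. 4b; from each list up to 4 members past the threshold, or, where 0 passed, up to 2 with the highest mean TPM; and a selection, set in advance, of the genes the paper measured by other assays. That selection leaves out Ehhadh, Cyp4a10, Cyp4a14, Mt2 and Sult1e1, which the paper measured by Q-RT-PCR. Genes outside the rule are said to have been chosen after their values were seen, and some genes under the rule or past the threshold of a list are not reported here. Ratios of group means were set beside those drawn in Fig. 3b and Fig. 4b. Chromosomes, starts and ends come from the GENCODE annotation of GRCm38, release M21, which holds 99.5% of the table's identifiers and 99.8% of those tested.

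The alternatives tried were a pseudocount of 0.1, no filter, a filter at 5 TPM, TPM rescaled by median-of-ratios factors, quantile normalization, limma without the trend, array weights, each replicate left out in turn, geometric means of TPM + 1 in the ratios, the estimated correlation in camera, and the authors' p-values over the genes tested. Fits with the Xist level or the replicate number as a covariate, of protein-coding genes alone, and with the authors' adjusted p as given were added after seeing the data. The authors' table gives adjusted p-values alone, so unadjusted values were recovered from them by rank, on the assumption of a Benjamini-Hochberg adjustment, and adjusted again over the genes tested. This step and the rescaling factors were tested on simulated data. The test itself was run on 5 simulated data sets of 13325 genes with 200 changed in each, where it recovered 18.8% of changes of 0.5 on the log2 scale, 69.9% of changes of 1 and 90.9% of changes of 2, and 3.71% of its calls were wrong. There the changed genes were drawn at random and each gene had independent normal noise, so these shares need not hold for the real samples. Camera called 50 of 50 simulated lists of 20 genes shifted by 0.5 and 0 of 50 that were not, with either correlation, although simulated genes varied independently, which genes in liver do not. The paper's Q-RT-PCR, immunoblots, histology, lipid and serum measurements, and its experiments with knockout mice, hepatocytes and siRNA, were not analysed here.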

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

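The tests of Xist and of the Y-linked genes, camera without single replicates, and the replicate block were chosen after the results were seen, whereas the other tests of genes and lists in this part were planned. Gene groups that the paper's RNA-seq results do not discuss lay higher in TCS livers than in vehicle livers. Genes of mitosis and the cell cycle, such as Cdk1 at 27.2 ± 8.30 TPM in TCS and 17.6 ± 3.12 TPM in vehicle (SD, n = 3), had a median log2 fold change of 0.54 over the 24 tested, 0.41 above all genes (camera adjusted p = 0.00210 with the preset correlation, adjusted p = 0.733 with an estimated correlation). Limma called 0 of the 24 over all genes or adjusted over the list alone, 9 were higher at an unadjusted p under 0.05, and 20 rose over the list alone without TCS replicate 1, 16 with array weights and 18 with the replicate block. Genes of mitochondrial fatty acid oxidation had a median log2 fold change of 0.27, 0.14 above all genes (camera adjusted p = 0.0267 with the preset correlation, adjusted p = 0.789 with an estimated correlation), and camera's adjusted p was 0.133 without vehicle replicate 1, 0.417 without vehicle replicate 3, 0.0667 without TCS replicate 2 and 0.106 without TCS replicate 3. Of these 20 genes limma called 0 over all genes or adjusted over the list alone, 8 were higher at an unadjusted p under 0.05, and 15 rose over the list alone without vehicle replicate 2 and 5 without TCS replicate 1, as did 15 with array weights. Targets of CAR and PXR, the nuclear receptors that respond to foreign compounds, had a median log2 fold change of 0.52, 0.39 above all genes (camera adjusted p = 0.00413 with the preset correlation, adjusted p = 0.727 with an estimated correlation), with adjusted p = 0.134 for camera without vehicle replicate 3.

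Of the genes past the threshold over all genes tested, these rose in TCS and are not discussed by the paper. Rad51b, which acts in DNA repair by recombination, had 9.11 ± 0.571 TPM in TCS and 3.68 ± 0.517 TPM in vehicle (SD, n = 3) and a log2 fold change of 1.12 (adjusted p = 0.0353 from limma, and 0.0540 to 0.132 with 1 replicate left out). The log2 fold changes of Serinc2, S100a10 and Ugt2b35 were 1.35, 1.24 and 1.00, and with 1 replicate left out their adjusted p from limma was 0.0437 to 0.169, 0.0428 to 0.0975 and 0.0307 to 0.133. Gm38079, a long noncoding RNA, had 32.1 ± 2.91 TPM in TCS and 12.9 ± 2.52 TPM in vehicle (SD, n = 3) and a log2 fold change of 1.26 (adjusted p = 0.0469 from limma, and 0.0307 to 0.167 with 1 replicate left out). The microRNA genes Gm23967, Mir704 and Gm24561 and the small Cajal body RNA gene Gm22728 were listed at 0 in all 3 vehicle samples, so no fold is given, and their fitted log2 changes, which depend on the pseudocount, were 2.52, 2.41, 2.27 and 1.53. In the TCS samples they lay at 3.81, 4.05 and 6.84 TPM for Gm23967, 3.86, 5.93 and 3.48 TPM for Mir704, 3.48, 5.26 and 2.99 TPM for Gm24561 and 2.09, 1.57 and 2.05 TPM for Gm22728. With 1 replicate left out, the adjusted p from limma of these 4 ranged from 0.0392 to 0.0934 for Mir704 and from 0.0462 to 0.122 for Gm22728, with Gm23967 (0.0432 to 0.0934) and Gm24561 (0.0437 to 0.0934) alike. The summed TPM of all microRNA genes in the table was also higher in every TCS sample (16029, 16713 and 14659.9) than in every vehicle sample (12107, 4883 and 11799.6). These 4 genes span 77 to 129 bases, and the authors' deposited table gives neither them nor Gm38079 an adjusted p. The paper's methods describe no separate library for small RNA, and the reads behind these values are unknown. A rise of mature microRNAs in TCS livers therefore cannot be read from them.

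Xist, the RNA that silences an X chromosome in females, lay at 46.4, 1.80 and 88.3 TPM in the vehicle samples and 0.0144, 98.7 and 44.0 TPM in the TCS samples, whereas the paper describes male mice. Where Xist was higher, the summed TPM of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty was lower, at 65.8, 97.4 and 38.1 in vehicle and 96.3, 38.4 and 76.2 in TCS (Pearson r = -0.99, exact permutation p = 0.00556 over 720 pairings; r = -0.986 without the 2 samples farthest from the median of Xist; Spearman rho = -0.886, exact permutation p = 0.0333; 1 relation tested). Reads of male mice assigned to Xist would leave the Y-linked genes as they are, so an r of -0.99 argues against them. Female mice in some of the pools may account for the relation, since they bring Xist and no Y-linked RNA and the values this needs are there. The 6 samples lie near 3 levels of Xist with 2 samples at each, so r rests on few levels. Pools of 3 mice that hold different numbers of females would give such levels. Xist at 88.3 and 98.7 TPM went with Y-linked sums of 38.1 and 38.4, against 97.4 and 96.3 where Xist was 1.80 and 0.0144 TPM. These values argue against male mice alone in every pool. The number of female mice in each pool stays open, no biological explanation was tested, and the mean of Xist was 45.5 TPM in vehicle and 47.6 TPM in TCS.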

How the results depend on the processing

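The Xist covariates, the replicate block, the fit of protein-coding genes, the authors' adjusted p as given, camera under every alternative of the fit, and the splits of the samples were tests chosen after seeing the data, whereas the other alternatives were planned. The alternatives planned for counts, which name edgeR and DESeq2, were not run because the table holds TPM, and the read depth that would limit each value is unknown. Of the values of named genes under the alternatives, 2299 kept their direction and their side of the threshold, 142 passed it newly, 151 no longer passed it and 69 turned their sign. Of the camera results, 651 kept both, 22 passed newly, 61 no longer passed and 27 turned, and of the counts of list members 481 stayed within 1.5 times the count in all samples and 131 did not. In the ratios of group means drawn in Fig. 3b and Fig. 4b, geometric means of TPM + 1 moved Ppargc1a to 0.392 and Gys2 to 0.586, and the other 17 by less than the SD of the TCS samples over the vehicle mean, Il1b from 2.71 to 1.73, Col12a1 from 1.95 to 1.46 and Col15a1 from 1.75 to 1.46 among them.

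Against 11 genes higher and 12 lower in TCS, the counts were 12 and 15 with a pseudocount of 0.1 (21 shared), 35 and 24 with the filter at 5 TPM (17 shared), 10 and 18 after median-of-ratios rescaling (21 shared), 8 and 20 after quantile normalization (18 shared), 13 and 11 without the trend (19 shared) and 1006 and 234 with array weights (all 23 shared), which gave TCS replicate 2 a weight of 4.76. Without a filter limma called 0 and 0 (3123 and 714 at an unadjusted p under 0.05), with 28916 genes tested. Leaving out 1 replicate gave 0 to 22 genes higher and 0 to 13 lower, with 11 calls shared without vehicle replicate 2, 11 without vehicle replicate 3, 2 without vehicle replicate 1 or TCS replicate 1, and 0 by limma without TCS replicate 2 (1633 and 369 at an unadjusted p under 0.05) or TCS replicate 3 (1580 and 453). The counts were 2 and 2 with the Xist level as covariate (2471 and 496 at an unadjusted p under 0.05) and 73 and 42 among the 11647 protein-coding genes (13 shared). With Xist in steps they were 1 and 1 as a number, 0 and 0 by limma as 3 levels, and 0 and 1 as a number on rescaled TPM. The cause of these changes was not tested, apart from the number of genes or samples that a filter or a left-out replicate removes. The 10 splits of the 6 samples into 3 and 3 are too few for a share under 0.05: 1 split, the real one, called as many as 23 genes (highest other 13), and 1 called as many as 26 lists by camera with the preset correlation (highest other 21).

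The sample labels share no number between the groups, and samples of the same number in the table did not resemble each other more than others did (r of -0.0096, -0.25 and -0.071 across genes after the group means were removed, against up to 0.068, 0.13 and 0.21 for other numbers). For these reasons a pairing by number is not used. With that number as a replicate block limma called 0 genes higher and 0 lower (2622 and 448 at an unadjusted p under 0.05), and 0 members of de novo lipogenesis, fatty acid uptake and binding and PPARα targets, where each list has 1 without it.

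In all samples, de novo lipogenesis, fatty acid uptake and binding and PPARα targets each had 1 member higher past the threshold over all genes, and the other lists at a claim had 0 by limma, with counts at an unadjusted p under 0.05 given at the claims. By limma 0 members of those 3 lists were past it without a filter or with the Xist level as covariate, and 0 of the uptake genes and PPARα targets after either rescaling or without the trend, where 1 member of acylglycerol metabolism and lipid droplets was higher. After quantile normalization 1 gene of gluconeogenesis was lower. With the filter at 5 TPM 2 of fatty acid uptake and binding, and 1 each of fibrosis and extracellular matrix and oxidative stress and NRF2 targets were higher, while 2 of glucocorticoid receptor targets, and 1 each of acylglycerol metabolism and lipid droplets and gluconeogenesis were lower. Among protein-coding genes 3 of fatty acid uptake and binding, 2 of PPARα targets, and 1 each of acylglycerol metabolism and lipid droplets, major urinary proteins, retinol metabolism, fibrosis and extracellular matrix and oxidative stress and NRF2 targets were higher, while 5 of glucocorticoid receptor targets, 3 of gluconeogenesis, and 1 each of acylglycerol metabolism and lipid droplets, hepatocellular carcinoma-linked genes, urea cycle and the AMPK targets the paper names were lower. With array weights 13 of oxidative stress and NRF2 targets, 10 each of de novo lipogenesis, MCM and DNA replication and PPARα targets, 9 of fatty acid uptake and binding, 7 of retinol metabolism, 6 of acylglycerol metabolism and lipid droplets, 5 each of cholesterol biosynthesis, inflammation and fibrosis and extracellular matrix, 2 of hepatocellular carcinoma-linked genes, and 1 each of major urinary proteins and hepatokines were higher, while 15 of glucocorticoid receptor targets, 6 of gluconeogenesis, 4 of hepatokines, 3 of urea cycle, 2 each of acylglycerol metabolism and lipid droplets, retinol metabolism, hepatocellular carcinoma-linked genes and the AMPK targets the paper names, and 1 each of inflammation and PPARα targets were lower. Leaving out 1 replicate gave 0 to 1 higher in de novo lipogenesis and oxidative stress and NRF2 targets, 0 higher each time in fatty acid uptake and binding, 0 to 1 lower in acylglycerol metabolism and lipid droplets, hepatocellular carcinoma-linked genes, gluconeogenesis, glucocorticoid receptor targets and the AMPK targets the paper names, and 0 to 3 higher in retinol metabolism and PPARα targets. The highest of these came without vehicle replicate 2 or vehicle replicate 3, and the cause of these changes was not tested.

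With the p-values of the authors' deposited table over the 12472 tested genes that have one, adjusted again over those, 400 genes were higher and 524 lower, 16 of them shared with the 23, and with the adjusted p of the authors' deposited table as given 393 and 515. Under either of these, by the authors' deposited table, 10 of de novo lipogenesis, 9 of MCM and DNA replication, 7 each of fatty acid uptake and binding and oxidative stress and NRF2 targets, 6 each of cholesterol biosynthesis and inflammation, 5 each of acylglycerol metabolism and lipid droplets, major urinary proteins and PPARα targets, 4 each of retinol metabolism and hepatocellular carcinoma-linked genes, 3 of fibrosis and extracellular matrix, and 1 of hepatokines were higher. By the authors' deposited table 17 of glucocorticoid receptor targets, 7 of gluconeogenesis, 6 of hepatokines, 5 each of acylglycerol metabolism and lipid droplets and urea cycle, 4 each of retinol metabolism and hepatocellular carcinoma-linked genes, 3 of the AMPK targets the paper names, 2 of PPARα targets, and 1 each of inflammation and fibrosis and extracellular matrix were lower. Why the authors' p-values and those from limma differ was not tested.

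With an estimated correlation in place of the preset one, the calls of camera ended at adjusted p = 0.589 for de novo lipogenesis, fatty acid uptake and binding, major urinary proteins and oxidative stress and NRF2 targets, 0.646 for cholesterol biosynthesis, 0.628 for MCM and DNA replication, 0.580 for gluconeogenesis, 0.389 for urea cycle, 0.118 for glucocorticoid receptor targets, 0.294 for the AMPK targets the paper names, and 0.262 for hepatokines. Without a filter camera called the fibrosis and extracellular matrix list higher (adjusted p = 0.00454) and PPARα targets higher (adjusted p = 0.00401) and turned the direction of acylglycerol metabolism and lipid droplets (adjusted p = 0.436), hepatocellular carcinoma-linked genes (adjusted p = 0.996), FXR targets (adjusted p = 0.537) and unfolded protein response (adjusted p = 0.436). With the filter at 5 TPM camera turned the direction of inflammation (adjusted p = 0.929). After median-of-ratios rescaling camera called PPARα targets higher (adjusted p = 0.00635) and turned the direction of acylglycerol metabolism and lipid droplets (adjusted p = 0.856) and AMPK subunits (adjusted p = 0.984). After quantile normalization camera called PPARα targets higher (adjusted p = 0.00173) and turned the direction of acylglycerol metabolism and lipid droplets (adjusted p = 0.669), AMPK subunits (adjusted p = 0.936), FXR targets (adjusted p = 0.872) and unfolded protein response (adjusted p = 0.832). With array weights camera called PPARα targets higher (adjusted p = 0.00824) and no longer called major urinary proteins (adjusted p = 0.133). With the Xist level as covariate camera turned the direction of FXR targets (adjusted p = 0.977). With the replicate block camera turned the direction of unfolded protein response (adjusted p = 0.826). Leaving out 1 replicate gave adjusted p from 0.226 to 0.972 for acylglycerol metabolism and lipid droplets, 0.0780 to 0.818 for hepatocellular carcinoma-linked genes, 0.304 to 0.941 for inflammation, 0.339 to 0.998 for interferon response, 0.0130 to 0.251 for fibrosis and extracellular matrix, 0.579 to 0.996 for AMPK subunits, 4.70e-10 to 0.90 for PPARα targets, 0.661 to 0.998 for FXR targets, 0.0685 to 0.864 for unfolded protein response, 0.117 to 0.887 for cholangiocyte markers, 0.329 to 0.998 for adipocyte markers, and 0.0785 to 0.978 for sex chromosome markers. In these, PPARα targets passed without vehicle replicate 2 and the fibrosis and extracellular matrix list without TCS replicate 1, and the direction of the others turned without at least 1 replicate, with no call on either side. None of these changes had its cause tested.

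Named genes whose log2 fold change turned its sign did not pass the test with all 6 samples, and where the sign turned the smallest adjusted p from limma was 0.499. The turned log2 fold changes after median-of-ratios rescaling were Apob -0.084, Atf4 -0.018, Calr -0.073, Eif2s3y -0.0092, Fabp4 -0.031, Hsp90b1 -0.028, Ighm -0.033, Mff -0.078, Prkag1 -0.047, Sod1 -0.050, Spp1 -0.11 and Vegfa -0.074, and after quantile normalization Atf4 -0.010, Fgg 0.010, Ighm -0.025, Krt19 -0.014, Mff -0.065, Prkag1 -0.039, Spp1 -0.086 and Vegfa -0.018. With array weights they were Calr -0.071, Cd79b 0.10, Cela2a 0.19, Ctrb1 0.45, Dbp 0.071, Ddit3 0.028, Eif2s3y -0.28, Mff -0.026, Spp1 -0.0033, Sult2a1 0.045 and Xist 0.79, and with the Xist level as covariate Fcgr2b 0.0011. In the authors' deposited table the log2 fold changes with the sign turned were Atf4 -0.018, Calr -0.067, Fabp4 -0.091, Hsp90b1 -0.031, Ighm -0.048, Krt19 -0.026, Mff -0.052, Prkag1 -0.044, Sod1 -0.070, Spp1 -0.12, Stk11 -0.0033, Vegfa -0.074 and Xist 0.0032. Leaving out 1 replicate gave log2 fold changes from -0.058 to 0.19 for Calr, -0.13 to 0.10 for Cd79b, -0.20 to 0.083 for Dbp, -0.25 to 0.087 for Ddit3, -0.18 to 0.50 for Eif2s3y, -0.12 to 0.073 for Fcgr2b, -0.23 to 0.010 for Fgg, -0.30 to 0.56 for Krt19, -0.036 to 0.15 for Mff, -0.20 to 0.050 for Ppara, -0.36 to 0.16 for Selenbp2, -0.037 to 0.11 for Spp1, -0.11 to 0.040 for Sult2a1, and -1.97 to 1.55 for Xist. Why these signs turned was not tested.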

Differences from the paper's values

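In this part, the fit of protein-coding genes and the authors' adjusted p as given were tests chosen after the results were seen. At an adjusted p under 0.05, the threshold the paper states, limma called 11 genes higher in TCS, where the paper's count is 410, and 12 lower, where the paper's count is 532. The authors' deposited table itself holds 410 genes higher and 532 lower at that threshold, the paper's own counts. Its p-values, adjusted again, therefore had to come close and are no independent evidence. Of the alternatives set before the data were examined, the p-values of the authors' deposited table, adjusted again over the genes tested, lay within 1.5 times the paper's counts, with 400 higher and 524 lower. The others did not: a pseudocount of 0.1, no filter, the filter at 5 TPM, median-of-ratios rescaling, quantile normalization, limma without the trend, each left-out replicate, and array weights, with 1006 higher, more than the paper's 410, and 234 lower. The adjusted p of the authors' deposited table as given, an alternative chosen after seeing the values, gave 393 and 515 among the genes tested and drops 34 of the paper's 942 calls, which were not tested here. All 908 other calls of the authors' deposited table had a log2 fold change of the same sign here, 750 of them had an unadjusted p under 0.05 from limma, and 16 of the 23 genes called here are among them. The rest of the 23 have no adjusted p in that table.

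For Mff the ratio of group means, TCS over vehicle, was 1.06, where the paper's value is about 0.4 (Fig. 4b, read by eye). The ratio of geometric means of TPM + 1, the alternative set before the data were examined, was 1.05 and differs as well. The authors' deposited table gives Mff a log2 fold change of -0.05 and an adjusted p of 0.883, whereas the paper's text and legend count Mff among genes that were lower and past the threshold. The other 18 of the 19 ratios drawn in Fig. 3b and Fig. 4b lay within 10% of the ratios of group means computed here, Ppargc1a, Ulk1 and Gys2 among them.

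The paper counts the genes it names for the RNA-seq as changed by TCS in these same samples, so the counts of them below are not independent evidence. Of 67 such genes 64 were tested, and 63 of these, all but Mff, had a log2 fold change in the paper's direction. Limma called 2 of them over all genes tested, Srebf1 and Cd36, and 48 passed when adjusted over a list alone, in any of the lists that hold them. Array weights called 47 of them and the p-values of the authors' deposited table, adjusted again, 59. The filter at 5 TPM called 4 (Gstm4 and Mmp19 beside Srebf1 and Cd36), limma without the trend 2 (Srebf1 and Mogat1), and the fit of protein-coding genes, chosen after seeing the data, 9. Without vehicle replicate 3 limma called 2 (Srebf1 and Ppargc1a) and without vehicle replicate 2 it called 1 (Acaa1b). The legend of Fig. 3 puts all genes it uses past the threshold, whereas the authors' deposited table gives adjusted p = 0.0656 for Col1a1 and 0.0759 for Nqo1. The paper counts Mcm7 and Mcm8 among the replication genes that were higher, as the means here were, and the authors' deposited table gives them adjusted p = 0.1 and 0.196. The paper states that PPARα signaling was activated, and here 6 of 29 targets rose and 1 fell over the list alone, while camera called the list without vehicle replicate 2, without a filter, after either rescaling and with array weights, but not in the main fit. These camera results used the preset correlation, and with an estimated correlation the main fit gave an adjusted p of 0.819 from camera. The methods state that the mice were male, whereas Xist reached 98.7 TPM in TCS replicate 2.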

Other observations

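Camera without single replicates or after rescaling, the fits with the Xist level or the replicate block, and the tests of explanations for the glucocorticoid receptor targets and the fetal genes, were chosen after the results were seen, whereas the other list and gene tests of this part were planned. Of 23 targets of CAR and PXR, through which the liver responds to foreign compounds, 8 rose when adjusted over the list alone (Cyp2b10, Cyp2c29, Cyp2c50, Cyp2c54, Cyp2c55, Cyp3a11, Ces2a and Ugt2b35) and 1, the sulfotransferase Sult1d1, fell, while over all genes tested 1, Ugt2b35, passed the threshold. Genes in this part that no earlier part names, apart from Scp2, Cyp7a1, Nudt7, Fgf21, Hspa5, Ddit3, Xbp1, Ier2, Dusp1, Cyp1a2, Col3a1, Dcn and Pparg, were chosen after their values were seen. Cyp2b10 lay at 4.03, 34.9 and 7.60 TPM in vehicle and 68.3, 105 and 87.7 TPM in TCS, with a log2 fold change of 2.90 (adjusted p = 0.104 over all genes, from limma). Cyp2c29 had 2603 ± 130.1 TPM in TCS and 1083 ± 257 TPM in vehicle (SD, n = 3), with a log2 fold change of 1.29 (standard error 0.18, adjusted p = 0.0576 from limma), and Cyp3a11 3673 ± 559 TPM in TCS and 1617 ± 1016 TPM in vehicle (SD, n = 3). The number that rose over the list alone was 18 without vehicle replicate 2, 5 without vehicle replicate 3, 5 without TCS replicate 1, 5 without TCS replicate 2, 4 without TCS replicate 3, 5 after median-of-ratios rescaling, 17 with array weights and 14 with the replicate block. In bile acid synthesis, Cyp7b1, Akr1d1 and Scp2 rose when adjusted over a list of 12 genes alone, whose median lay 0.16 above all genes (camera adjusted p = 0.0867 with the preset correlation, adjusted p = 0.628 with an estimated correlation). Akr1d1, a reductase of bile acid intermediates, had 275 ± 17.4 TPM in TCS and 208 ± 8.89 TPM in vehicle (SD, n = 3), and Cyp7a1, the rate-limiting enzyme whose protein the paper found higher, had 132 ± 23.5 TPM in TCS and 80.4 ± 29.8 TPM in vehicle (SD, n = 3) and a log2 fold change of 0.77 (adjusted p = 0.194 from limma). After median-of-ratios rescaling limma called 0 of the bile acid genes over the list alone (7 at an unadjusted p under 0.05 before it), and 1 without vehicle replicate 1, TCS replicate 2 or TCS replicate 3, 6 without vehicle replicate 3, 1 after quantile normalization or without a filter and 8 with array weights, and camera called the list without vehicle replicate 2 (adjusted p = 0.0224). Of 12 genes higher in livers of adult males, 5 rose over the list alone (Cyp7b1, Elovl3, Mup3, Cyp2u1 and Nudt7), Nudt7 with 337 ± 37.3 TPM in TCS and 158 ± 61.0 TPM in vehicle (SD, n = 3), and of 15 higher in adult females 3 fell, Fmo2 and Cux2 among them. The medians of these lists lay at 0.57 and -0.05 relative to all genes (camera adjusted p = 0.121 and 0.0231 with the preset correlation, adjusted p = 0.762 and 0.628 with an estimated correlation). Over the list alone, 3 of the male-biased genes rose without vehicle replicate 2 and limma called 0 without TCS replicate 1 or TCS replicate 3 and 0 after median-of-ratios rescaling, without a filter or with array weights (5 at an unadjusted p under 0.05 in all samples), and 1 of the female-biased genes fell without vehicle replicate 3 or TCS replicate 3 and 0 by limma without TCS replicate 2 (3 in all samples). With the Xist level as covariate 3 of the male-biased genes rose over the list alone and 3 of the female-biased genes fell, Cyp17a1 in place of Cux2. With the replicate block 7 of the male-biased genes rose. Other female-biased genes rose over the list alone, 4 with array weights (Acot3, Cyp2b9, Cyp2b13 and Hao2), 2 with the replicate block (A1bg and Hao2), 1 without vehicle replicate 2 (Acot3) and 1 without TCS replicate 1 (Hao2). Camera called the male-biased list higher without vehicle replicate 1 (adjusted p = 0.0104), without TCS replicate 2 (adjusted p = 0.0127) and after median-of-ratios rescaling (adjusted p = 0.0155), and did not call the female-biased list without vehicle replicate 2 (adjusted p = 0.128), vehicle replicate 3 (adjusted p = 0.0785) or TCS replicate 1 (adjusted p = 0.151).

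Of 21 enzymes that break down amino acids, Cdo1 fell over all genes tested, Sds, Sdsl, Tat and Tdo2 were among the 6 that fell when adjusted over the list alone, and 8 had a log2 fold change above 0. Sds, Tat and Tdo2 are also on the list of glucocorticoid receptor targets. The call of Cdo1 over all genes ended with any 1 replicate left out (adjusted p from 0.0649 to 0.179 from limma), without a filter (0.134), after median-of-ratios rescaling (0.0620) or quantile normalization (0.0570), without the trend (0.0787), with the Xist level as covariate (0.0911) and with the replicate block (0.109). Sds, the serine dehydratase, had 248 ± 51.5 TPM in TCS and 417 ± 27.4 TPM in vehicle (SD, n = 3), with a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.0882 from limma), and Tdo2, which opens tryptophan catabolism, 792 ± 20.4 TPM in TCS and 1041 ± 133 TPM in vehicle (SD, n = 3). The list's median lay at -0.22 relative to all genes (camera adjusted p = 3.31e-07 with the preset correlation, adjusted p = 0.389 with an estimated correlation), beside -0.31 for the 12 hepatocyte markers, all of which lay below the median gene, and 1, Cdo1, fell over the list alone without vehicle replicate 1 or TCS replicate 2, 3 without vehicle replicate 2, TCS replicate 1 or TCS replicate 3, and 9 after median-of-ratios rescaling. Among 18 genes of the acute phase response, which the liver makes in inflammation, limma called 0 over all genes or over the list alone, 4 were lower at an unadjusted p under 0.05, and 2 fell over the list alone without vehicle replicate 3 and 3 with array weights or with the replicate block. Saa1, a serum amyloid of that group, had 31.0 ± 9.22 TPM in TCS and 92.6 ± 55.1 TPM in vehicle (SD, n = 3) and a log2 fold change of -1.44 (adjusted p = 0.132 from limma), and the median lay at -0.29 relative to all genes (camera adjusted p = 2.57e-06 with the preset correlation, adjusted p = 0.589 with an estimated correlation). Of 24 interferon-responsive genes, the transcription factor Irf1 and the nucleic acid sensor Zbp1 rose over the list alone, with log2 fold changes of 0.61 (adjusted p = 0.0651 from limma) and 0.59 (adjusted p = 0.0558), while the median lay 0.04 above all genes (camera adjusted p = 0.813 with the preset correlation, adjusted p = 0.960 with an estimated correlation). Of 22 genes of the unfolded protein response 1, Herpud1, fell over the list alone, with a log2 fold change of -0.51 (adjusted p = 0.0847 from limma), which it did not without vehicle replicate 1, vehicle replicate 2, TCS replicate 2 or TCS replicate 3. Hspa5 and Ddit3, which the paper also measured outside the RNA-seq, and the Xbp1 gene as a whole, whose spliced form was not analysed here, had log2 fold changes of 0.21 (adjusted p = 0.479 from limma), -0.08 (adjusted p = 0.816) and 0.17 (adjusted p = 0.460), Fgf21 one of -0.17 (adjusted p = 0.560), and the unfolded protein list a median 0.03 above all genes (camera adjusted p = 0.904 with the preset correlation, adjusted p = 0.960 with an estimated correlation). The paper reports Hspa5 (as Grp78), Ddit3 (as Chop) and spliced Xbp1 as induced by TCS, and Fgf21 as lower, in other assays. Of 24 genes of ATF4 and the integrated stress response, Chac1 and Cebpb fell over the list alone, with log2 fold changes of -0.88 (adjusted p = 0.100 from limma) and -0.54 (adjusted p = 0.0977), and the median lay at -0.17 relative to all genes (camera adjusted p = 0.00413 with the preset correlation, adjusted p = 0.389 with an estimated correlation). Without vehicle replicate 2, 1 of these rose and 3 fell over the list alone, and 1 rose without TCS replicate 1, while limma called 0 without any other single replicate, with a pseudocount of 0.1, without a filter, without the trend, with the Xist level as covariate and with the replicate block, and 3 higher and 4 lower with array weights, against 3 higher and 4 lower at an unadjusted p under 0.05 in all samples.

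Glucocorticoid receptor targets had a median log2 fold change of -0.77 in TCS livers. After median-of-ratios rescaling the list's median was -0.92. That rescaling moved the median gene from 0.13 to -0.0018, so it could only lower the list and is no test of scaling. A shift shared by all genes as the whole cause is argued against by the list's median of -0.90 relative to all genes. A single vehicle sample with high values is argued against by a highest median of -0.70 without each vehicle sample in turn. Livers collected at another time of day could lower such genes, and 3 of 16 circadian clock genes did not overlap between the groups, all 3 lower in TCS. Chance gives 10% in both directions together. Of the 13325 genes tested 29.7% did not overlap, with 614 lower and 3338 higher, so most of that share lies in the other direction. Limma called 0 clock genes over all genes or the list alone (1 at an unadjusted p under 0.05). The authors' deposited table puts 2 of the 16 lower and 0 higher at an adjusted p under 0.05. It gives the clock genes Arntl, Dbp and Nr1d1 log2 fold changes of -0.031, -0.22 and 0.33 (its adjusted p = 0.99, 0.60 and 0.31). Per1 is on both the clock list and the glucocorticoid list, so the lists are not separate. The clock list's median lay at -0.20 relative to all genes (camera adjusted p = 0.00255 with the preset correlation, adjusted p = 0.589 with an estimated correlation, adjusted p = 0.120 with the preset correlation without vehicle replicate 2), and since the paper's text gives no collection times the 2 cannot be told apart. The response to glucocorticoids that the paper describes as lost under TCS stays open as a hypothesis, and no hormone level was analysed here.

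Genes of fetal and neonatal liver had a median log2 fold change of -0.83 in TCS livers (-0.96 relative to all genes, camera adjusted p = 6.75e-07 with the preset correlation, adjusted p = 0.261 with an estimated correlation), and of 11 H19, Igf2, Gpc3 and Tff3 fell over the list alone, Tff3 with 10.5 ± 6.22 TPM in TCS and 57.3 ± 22.6 TPM in vehicle (SD, n = 3) and Igf2 with 4.25 ± 2.28 TPM in TCS and 26.9 ± 18.8 TPM in vehicle (SD, n = 3). The Xist level as covariate is no test of different shares of female mice in the groups, since its means hardly differed. Each Xist level held 1 vehicle and 1 TCS sample, and that balance argues against such shares as the whole cause. Between the TCS and the vehicle sample of the same Xist level, the list's median log2 difference was -0.83 at the lowest, -0.73 at the middle and -0.50 at the highest level. For each gene these differences average to its fold change over all samples, so they are no separate test of the shares. A single vehicle sample with high values is argued against by a highest list median of -0.58 without each vehicle sample in turn. Without a filter on low values, which adds genes near 0, the median was -0.16. Without vehicle replicate 3, 2 of the list rose and 3 fell over the list alone, and 1 rose and 3 fell without TCS replicate 1. Differences between litters in age or growth stay open and untested, and no biological explanation was tested.

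Of 11 immediate early genes, which respond to handling of the tissue, Jun, Ier2 and Dusp1 fell over the list alone, Jun with a log2 fold change of -0.53 (adjusted p = 0.0929 from limma), and the median lay at -0.29 relative to all genes (camera adjusted p = 0.00255 with the preset correlation, adjusted p = 0.262 with an estimated correlation, adjusted p = 0.0618 after median-of-ratios rescaling). Over the list alone 1 fell without vehicle replicate 1 or vehicle replicate 2, 2 fell and 1 rose without TCS replicate 3, and limma called 0 without TCS replicate 1, without TCS replicate 2 or with the replicate block (3 lower at an unadjusted p under 0.05 in all samples). Of 3 targets of the aryl hydrocarbon receptor, 1, Nqo1, rose over the list alone, which it also did without vehicle replicate 2, with Cyp1a2, or without TCS replicate 1, but not without any other replicate, without a filter, after either rescaling, without the trend or with the Xist level as covariate, and the median lay 0.11 above all genes (camera adjusted p = 0.694 with the preset correlation, adjusted p = 0.819 with an estimated correlation). Of 11 targets of the bile acid receptor FXR limma called 0 over the list alone (3 higher at an unadjusted p under 0.05) and 1, Baat, without vehicle replicate 3, and 4 higher with array weights, with a median 0.0068 above all genes (camera adjusted p = 0.940 with the preset correlation, adjusted p = 0.960 with an estimated correlation), and the AMPK subunits had a median 0.03 above all genes (camera adjusted p = 0.712 with the preset correlation, adjusted p = 0.862 with an estimated correlation). The paper reports lower expression of FXR target genes under TCS, by an assay its text does not name. Limma called 0 markers of cells other than hepatocytes over all genes or over their list alone in the main fit, where at an unadjusted p under 0.05 stellate cell markers had 2 higher and 1 lower, endothelial markers 1 and 1, erythroid markers 0 and 1, adipocyte markers 1 and 0, and the others 0. Their medians relative to all genes, with camera's adjusted p for the preset and for an estimated correlation, were -0.18 for lymphocytes (8 genes, adjusted p = 0.0218 and 0.589), -0.49 for neutrophils and their precursors (8 genes, adjusted p = 0.00686 and 0.589), -0.25 for erythroid cells (10 genes, adjusted p = 0.00753 and 0.589), -0.12 for endothelial cells (12 genes, adjusted p = 0.100 and 0.733), 0.01 for cholangiocytes (5 genes, adjusted p = 0.677 and 0.832), 0.02 for adipocytes (3 genes, adjusted p = 0.671 and 0.819), -1.66 for pancreas (12 genes, adjusted p = 4.86e-05 and 0.589) and -0.07 for sex chromosome genes (5 genes, adjusted p = 0.348 and 0.733). For macrophages and for stellate cells camera's adjusted p was 0.116 and 0.466 (adjusted p = 0.762 and 0.819 with an estimated correlation), and the macrophage list was called lower without vehicle replicate 2 (0.0231), TCS replicate 1 (0.0182) or TCS replicate 2 (0.0295). Adgre1, which encodes F4/80, had 14.0 ± 1.97 TPM in TCS and 11.6 ± 1.35 TPM in vehicle (SD, n = 3) and a log2 fold change of 0.25 (adjusted p = 0.293 from limma). Camera's calls ended for lymphocytes without vehicle replicate 2 (adjusted p = 0.211) or TCS replicate 3 (0.160), for neutrophils without vehicle replicate 3 (0.134) or TCS replicate 3 (0.0538) and for erythroid cells without vehicle replicate 3 (0.113), and the endothelial list was called lower without TCS replicate 3 (0.0364). The pancreas gene Ctrb1 lay at 52.9, 23.8 and 148 TPM in vehicle and 0.529, 186 and 15.7 TPM in TCS, and over the list alone 11 of the 12 pancreas genes fell without TCS replicate 2 and all 12 with the Xist level as covariate. Over their lists alone the stellate marker Col3a1 and the adipocyte marker Pparg rose without TCS replicate 1 and with array weights, where Pdgfrb rose and Dcn fell too, and after median-of-ratios rescaling 2 erythroid markers, Dcn and the endothelial marker Lyve1 fell, Lyve1 also after quantile normalization.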
